# TGF-β-Upregulated *Lnc-Nr6a1* Acts as a Reservoir of miR-181 and Mediates Assembly of a Glycolytic Complex

**DOI:** 10.3390/ncrna8050062

**Published:** 2022-09-15

**Authors:** Salvador Polo-Generelo, Belén Torres, José A. Guerrero-Martínez, Emilio Camafeita, Jesús Vázquez, José C. Reyes, José A. Pintor-Toro

**Keywords:** lncRNA, miRNA-host genes, microprocessor, cell adhesion, anoikis, glycolytic scaffold

## Abstract

Long non-coding RNAs (lncRNAs) have emerged as key regulators in a wide range of biological processes. Here, we identified a mouse miRNA-host gene lncRNA (*lnc-Nr6a1*) upregulated early during epithelial-to-mesenchymal transition (EMT). We show that when lncRNA is processed, it gives rise to two abundant polyadenylated isoforms, *lnc-Nr6a1-1* and *lnc-Nr6a1-2*, and a longer non-polyadenylated microprocessor-driven lnc-pri-miRNA containing clustered pre-miR-181a2 and pre-miR-181b2 hairpins. Ectopic expression of the *lnc-Nr6a1-1* or *lnc-Nr6a1-2* isoform enhanced cell migration and the invasive capacity of the cells, whereas the expression of the isoforms and miR-181a2 and miR-181b2 conferred anoikis resistance. *Lnc-Nr6a1* gene deletion resulted in cells with lower adhesion capacity and reduced glycolytic metabolism, which are restored by *lnc-Nr6a1-1* isoform expression. We performed identification of direct RNA interacting proteins (iDRIP) to identify proteins interacting directly with the *lnc-Nr6a1-1* isoform. We defined a network of interacting proteins, including glycolytic enzymes, desmosome proteins and chaperone proteins; and we demonstrated that the *lnc-Nr6a1-1* isoform directly binds and acts as a scaffold molecule for the assembly of ENO1, ALDOA, GAPDH, and PKM glycolytic enzymes, along with LDHA, supporting substrate channeling for efficient glycolysis. Our results unveil a role of *Lnc-Nr6a1* as a multifunctional lncRNA acting as a backbone for multiprotein complex formation and primary microRNAs.

## 1. Introduction

EMT is a reversible transdifferentiation process in which epithelial cells lose their characteristics and instead acquire attributes of mesenchymal cells. During EMT, cell-cell junctions are disrupted, the actin cytoskeleton is extensively reorganized and the cells acquire increased migratory and invasive characteristics [1,2]. EMT is essential in several physiological and pathological processes, including embryonic development, wound healing, organ fibrosis and cancer progression [3]. The EMT process entails substantial changes in gene expression. Beyond the well-stablished transcriptional reprogramming during EMT, posttranscriptional mechanisms, such as regulation by alternative pre-mRNA splicing and non-coding RNA, have an important role and provide additional layers of complexity in gene regulation [4,5,6].

Long non-coding RNAs (lncRNAs) are defined as RNA transcripts longer than 200 nucleotides, with no apparent protein-coding potential. More than 16,000 lncRNA genes have been identified in the human genome, on the basis of GENCODE annotations (Human GENCODE Release, v27), but only a small percentage of these have been functionally characterized. Notably, their expression is strikingly cell-type or tissue-restricted [7]. Studies on lncRNAs have demonstrated that they serve important roles in gene regulation as molecular scaffold or guides modulating nucleic acid-nucleic acid, nucleic acid-protein or protein-protein interactions, or competing endogenous RNAs that bind proteins or microRNAs (miRNAs); and as enhancers of gene expression when transcribed within enhancer regions or their neighboring loci [8,9]. Some lncRNAs harbor miRNAs within their exonic or intronic sequences, and hence are processed to produce miRNAs that promote mRNA decay or repress target mRNAs. For example, lncRNA-H19 exon1 encodes miR-675 miRNA that suppresses the translation of the *Igf1r* gene, inhibiting cell proliferation [10]; miR-100 and miR-125b generated from the lncRNA MiR100HG mediate cetuximab resistance via Wnt/b-catenin signaling [11]; PVT1 lncRNA, which is processed from the MIRHG harboring the miR-1204, miR-1205, miR-1206, miR-1207-5p, miR-1207-3p and miR-1208 cluster positively regulates *c-Myc* expression and activity [12]. A major question that needs to be answered is whether these lncRNAs are merely serving as primary miRNA units for producing miRNAs, or if they might also generate mature lncRNAs that have independent roles. 

In the present work, we studied a TGF-β-responsive lncRNA, we named *Lnc-Nr6a1*, expressed early during EMT. Two polyadenylated isoforms, *lnc-Nr6a1-1* and *lnc-Nr6a1-2*, and a longer non-polyadenylated isoform were generated from *Lnc-Nr6a1* genomic loci. The non-polyadenylated isoform contains pri-miR181a2 and pri-miR181b2 sequences, which are Dicer processed generating mature miR-181a2 and miR-181b2. We showed that migration and invasiveness of the cell increase by ectopic expression of the polyadenylated isoforms, whereas anoikis resistance increases by expression of the non-polyadenylated isoform, proving that transcripts generated from *Lnc-Nr6a1* genomic loci perform independent functions. *Lnc-Nr6a1* gene depletion causes defects in cell adhesion and metabolic changes that are reverted by exogenous expression of the polyadenylated *lnc-Nr6a1-1* isoform. We demonstrated that this lncRNA isoform interacts directly with the proteins of several functional groups and serves as molecular scaffold enabling the formation of a multienzyme complex between ENO1, ALDOA, GAPDH, and PKM glycolytic enzymes, along with LDHA, and contributing to a higher level of glycolysis.

## 2. Results

### 2.1. Upregulation of Lnc-Nr6a1 and Embedded miR-181a2 and miR-181b2 during EMT

To systematically identify lncRNAs involved early in the EMT process, transcriptional profiling was performed in untreated NMuMG mammary epithelial cells and NMuMG cells treated with TGF-β for 2 h using microarrays that covered 31,423 annotated lncRNAs and also 25,376 protein-coding transcripts [5]. Among PCR-confirmed candidates, *Nr6a1os* was one of the most significantly induced non-coding RNAs. This gene maps on chromosome 2 and is transcribed from the third intron of the *Nr6a1* gene in the opposite sense. Two isoforms of 650 bp and 645 bp, here named *lnc-Nr6a1-1* and *lnc-Nr6a1-2*, respectively, were induced early after TGF-β treatment. The isoform *lnc-Nr6a1-1* is composed of three exons separated by introns of 16,600 and 13,806 bp, and *lnc-Nr6a1-2* of two exons and an intron of 14,699 bp. MiR-181a2 and miR-181b2 genes are located at 314 and 1410 bp downstream, respectively, of the 3′ end of *lnc-Nr6a1-1* (Figure 1A). Exon2- and miR-181a2/b2-specific probes showed that an unprocessed lnc-pri-miR-181a2/b2 transcript was generated containing spliced exon1, exon2 and exon3 and an unprocessed fragment with embedded miR-181a2 and miR-181b2 genes (Figure 1A–C). Quantitative reverse-transcription PCR (RT-qPCR) of poly(A**^+^**)- and poly(A**^−^**)-selected RNA showed that the *lnc-Nr6a1-1* isoform was found in both RNA populations, in contrast to the *lnc-Nr6a1-2* isoform that was found only in the poly(A**^+^**) RNA population. We validated the enrichment using primers specific for a polyadenylated mRNA (*Hprt)* and non-polyadenylated RNA (*U6*) (Figure 1D). To map lnc-pri-miR-181a2/b2 3′ ends at nucleotide resolution, we developed both a poly(A**^+^**) tail–dependent and a poly(A**^+^**) tail–independent 3′ rapid amplification of cDNA ends (3′ RACE) technique. Two poly(A**^+^**)-dependent polyadenylation sites were mapped, one of them located after the second exon of the *lnc-Nr6a1-2* isoform, according to the annotation ENSMUST00000129089.2 from GENECODE, with a canonical AATAA polyadenylation signal occurring 35 nt upstream from the poly(A) tail, and the other one located after the third exon of *lnc-Nr6a1-1*, 49 nucleotides longer than the ENSMUST00000151229.2 transcript annotation, with a noncanonical AATTAAA polyadenylation signal occurring 19 nt upstream from the poly(A) tail (Figure S1A). Four poly(A**^+^**) tail-independent polyadenylation sites were mapped, corresponding to the sites of Drosha cleavage on the 5′ arm of the pre-miR-181a2 and pre-miR-181b2, respectively; and the site of Drosha cleavage on the 3′ arm of the pre-miR-181a2 and pre-miR-181b2, respectively (Figures S1A and S2A,B). These results indicate that the *lnc-Nr6a1-1* isoform is transcribed as a polyadenylated RNA and also as a precursor non-polyadenylated RNA, which would be processed by the Microprocessor complex providing pre-miR-181a2 and pre-miR-181b2 molecules and a lncRNA molecule that would be degraded since it is not detected using specific primers. We determined by 5′ rapid amplification of cDNA ends (5′ RACE) that *lnc-Nr6a1-1* is a transcript 75 nucleotides longer at the 5′ end than the ENSMUST00000151229.2 transcript annotation (Figure S1B and Figure 2C,D). *Lnc-Nr6a1* is located at the third intron of the *Nr6a1* gene, and its transcription could play a *cis*-regulatory role in the expression of this gene. However, *Nr6a1* expression, unlike *lnc-Nr6a1* isoforms and miR-181a2/b2, is hardly affected by treatment with TGF-β (Figure 1E–G). Likewise, *Nr6a1* transcript levels were low in most tissues and organs analyzed except in testis, while expression profiles of *lnc-Nr6a1* isoforms in multiple adult tissues showed that they were expressed notably in skeletal muscle, and differed markedly in other tissues or organs; therefore, *lnc-Nr6a1-1* was expressed in the eyes while *lnc-Nr6a1-2* was expressed in bone marrow and the thymus, suggesting that they could regulate different biological processes (Figure 1H,I). Together these data demonstrate that the expression of *Lnc-Nr6a1* and *Nr6a1* genes are not matched. Sequence analysis using ORF Finder (National Centre for Biotechnology Information) predicted open reading frames smaller than 43 amino acids without a valid Kozack sequence. In addition, a low-coding potential score (−0.83 and −0.86) and a low-coding probability (0.028 and 0.028) returned by the Coding Potential Calculator software [13] and Coding-Potential Assessment Tool [14], respectively, confirmed a negligible protein coding potential for *lnc-Nr6a1-1* and *lnc-Nr6a1-2*, respectively (Figure S3).

A human *Lnc-NR6A1* orthologue transcript produced by the syntenic locus in chromosome 9 displays an overall 60% and 68% sequence identity with *lnc-Nr6a1-1* and *lnc-Nr6a1-2*, respectively. It is composed of 2 exons of 330 and 387 bp and an intron of 40,220 bp that harbors mir-181a2 and mir-181b2 genes. In a similar way to the murine counterpart, expression of the human transcript was induced in MCF-10A human breast epithelial cells and primary human omental mesothelial cells after TGF-β treatment (Figure S4A,B).

Signaling pathways involved in *lnc-Nr6a1* isoforms induction by TGF-β were investigated. Smad4 is a central mediator of the Smad-dependent canonical pathway. Two different Dicer-substrate short interfering RNAs were used for silencing Smad4 and the knockdown efficiencies were tested by Western blotting. Upregulation of *lnc-Nr6a1* isoforms by TGF-β was not affected in Smad4-suppressed cells, indicating TGF-β-Smad signaling independency of TGF-β response (Figure 2A). TGF-β non-canonical pathways, extracellular signal-regulated kinases (ERKs), p38 mitogen-activated protein kinase (p38 MAPK) and protein kinase B (AKT) are activated very rapidly in TGF-β-treated NMuMG cells [15]. Blocking of p38 MAP kinase and AKT signaling pathways had no effect on TGF-β-upregulation of *lnc-Nr6a1-1* (Figure 2B,D), whereas blocking the MEK-ERK1/2 signaling pathway inhibited its expression (Figure 2C). Remarkably, *lnc-Nr6a1-2* expression was specifically abolished by GSK6906693, an inhibitor of AKT (Figure 2D). Taken together these results indicate that each isoform is regulated by a different signaling pathway. The early upregulation of *lnc-Nr6a1-1/2* isoforms suggested an active role in the start of the EMT program. To determine whether they were direct targets of ERK and AKT signaling pathways, expression levels of *lnc-Nr6a1-1/2* isoforms were analyzed in cells treated with TGF-β in the presence or absence of cycloheximide, an inhibitor of protein synthesis. RT-qPCR results showed upregulation of both isoforms in the presence of cycloheximide, whereas upregulation of an indirect target control, SIP1, was blocked (Figure 2E). These data suggest that *lnc-Nr6a1-1* and *lnc-Nr6a1-2* isoforms are direct targets of ERK1/2 and AKT pathways, respectively.

### 2.2. Lnc-Nr6a1 Depletion Reduces Cell Adhesion and Alters Gene Expression

To examine the physiological relevance of *Lnc-Nr6a1* expression in EMT, we used CRISPR-Cas9 technology to remove *Lnc-Nr6a1* transcription. NMuMG cells were edited by CRISPR using two pairs of single guide RNAs (sgRNAs) located in the promoter and first exon of *Lnc-Nr6a1,* respectively, obtaining a deletion of 600 bp (Figure 3A). Complete inhibition of *lnc-Nr6a1* isoforms expression was achieved in homozygous clones (Figure 3B,C). Furthermore, disruption of the *Lnc-Nr6a1* host gene expression affected the mi181a2/b2 expression (Figure 3D). It should be noted that expression of identical mature miR-181a and miR-181b, encoded by mir-181a1 and mir-181b1 genes on chromosome 1, was not affected by TGF-β treatment. Previous chromatin immunoprecipitation followed by deep sequencing (ChIP-seq) assays in the same cell line [16] showed a remarkable H3K4me3 and H3K27ac-enriched region with high chromatin accessibility (via ATAC-seq) around the transcription start site of the *Lnc-Nr6a1* gene. Neither H3K4me3 and H3K27ac enrichment nor chromatin accessibility were found in the miR181a2/b2 region (Figure S5A). In addition, querying the PanCancer Atlas expression data reveals a strong co-expression relationship between *Lnc-Nr6a1* and embedded miR-181a2/b2 in different tumors (Figure S5B). Altogether, these results support that up-regulation of miR-181a2/b2 and *Lnc-Nr6a1* after TGF-β treatment are driven by activation of the same promoter. 

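RNA was sequenced from NMuMG cells, an epithelial line from normal mouse mammary gland, with 2 biological replicates of each of 4 conditions. These were control cells and *Lnc-Nr6a1*-depleted cells, each untreated or treated with TGF-β for 2 h. The authors deposited the number of reads they counted on each of 37310 genes in each of the 8 libraries, without normalization. The gene identifiers and their order are those of the GENCODE vM1 annotation of the NCBIM37 (mm9) assembly, which also gives the coordinates used here. For these libraries, the paper describes a stranded mRNA kit, a Novaseq system, single-end reads, alignment with subjunc and removal of duplicates. The sample labels describe a stranded total RNA kit, a NextSeq 500 system and reads from both ends. Neither names the counting tool or says whether it used the strand. In the untreated libraries, 7871090 and 7800602 reads were counted in control cells, and 4297832 and 7181737 in the libraries labelled knockout. The smallest level these depths can show, 3 counts, was 0.362 and 0.366 CPM (counts scaled to a common library size) in control cells and 0.661 and 0.399 in the libraries labelled knockout. These floors cover counting error only. Counts were normalized with edgeR's TMM factors, and 13028 genes that passed edgeR's filter for low counts were tested in a model of the 4 groups with edgeR's quasi-likelihood test. A gene was called at the paper's thresholds, a Benjamini-Hochberg adjusted p below 0.05 and an absolute log2 fold change above 0.5. With 2 libraries per group, the spread between replicates rests mostly on what the genes share, and the depth of the shallower library limits what can be seen for rare transcripts. The median absolute difference of log2 CPM between the replicates was 0.21 in control cells and 0.20 in the libraries labelled knockout.

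*Lnc-Nr6a1* is listed as Gm13507 (ENSMUSG00000085201.1) on the plus strand of chromosome 2, 38678777 to 38707890, as a processed transcript. It has a transcript with exons at 38678777 to 38679089, 38693789 to 38694120 (ENSMUST00000129089) and another with exons at 38678861 to 38679089, 38693789 to 38693928, 38707735 to 38707890 (ENSMUST00000151229). Both lie within intron 3 of the *Nr6a1* transcript ENSMUST00000076275 (38615950 to 38728114), which is on the minus strand. *Mir181a-2* (38708255 to 38708330) and *Mir181b-2* (38709350 to 38709438) follow on the plus strand. As the deposited counts may not separate strands, reads of unspliced *Nr6a1* may be counted on *Lnc-Nr6a1*, whose values are uncertain. On the *Nr6a1* transcript given above, reads from exons of *Lnc-Nr6a1* would count only if introns were counted. As the counting tool is not named, values of *Nr6a1* are uncertain too. *Lnc-Nr6a1* had 3 and 14 counts in the untreated control libraries, 25 and 35 in the TGF-β-treated control libraries, 11 and 7 in the untreated libraries labelled knockout and 0 and 0 in the TGF-β-treated libraries labelled knockout. Its level was 1.04 ± 0.953 (SD, n = 2) CPM in untreated control cells and 1.68 ± 1.06 (SD, n = 2) CPM in the untreated libraries labelled knockout, a log2 fold change of 0.61 (SE 0.83, edgeR's Benjamini-Hochberg adjusted p = 0.785) that was smaller than its error and changed sign when a single library was left out. The targeted gene thus did not separate the untreated libraries by their labels. All libraries of *Lnc-Nr6a1*-depleted cells are therefore called libraries labelled knockout. By PCR and RT-qPCR, which were not analysed here, the paper reports homozygous clones without expression of the isoforms. After TGF-β, *Lnc-Nr6a1* was at least 12.4-fold lower in the libraries labelled knockout than in control cells (edgeR's Benjamini-Hochberg adjusted p = 0.00984). *Nr6a1* was at 19.1 ± 1.45 (SD, n = 2) CPM in untreated control cells and 25.2 ± 0.679 (SD, n = 2) CPM in the untreated libraries labelled knockout. This is a log2 fold change of 0.40 (SE 0.19, edgeR's Benjamini-Hochberg adjusted p = 0.378). Between the TGF-β-treated libraries, *Nr6a1* was called higher in those labelled knockout, by 1.24 (SE 0.20, adjusted p = 0.00559, edgeR).

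**Figure D1:**
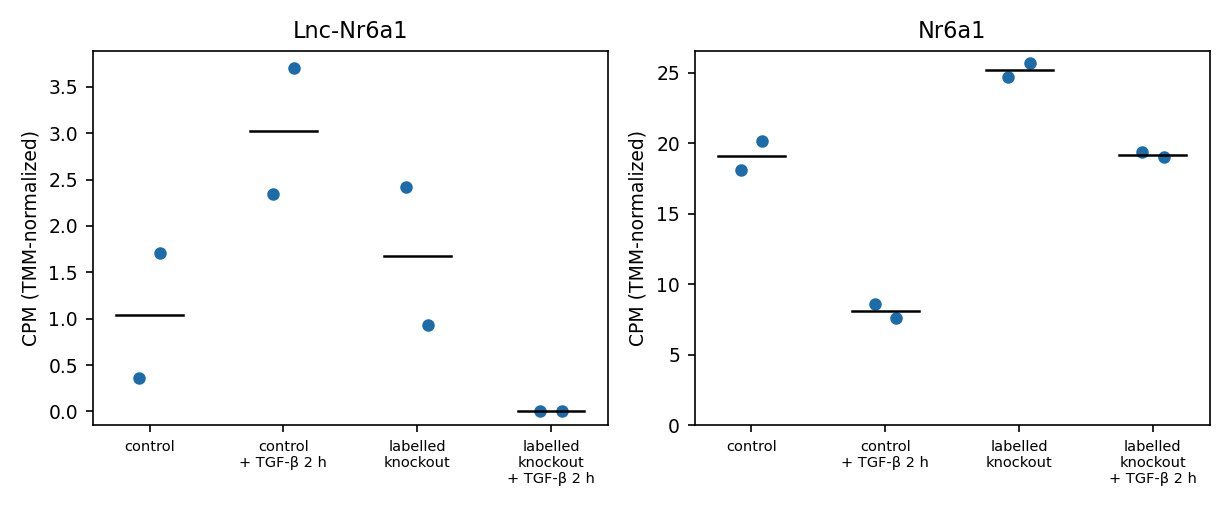
TMM-normalized CPM of *Lnc-Nr6a1* (left) and its host gene *Nr6a1* (right) in each library. Points are single libraries, lines are means of the 2 libraries of a condition, and *Lnc-Nr6a1* is at 0 only in the TGF-β-treated libraries labelled knockout.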

To reveal the functional importance of the *lnc-Nr6a1* transcripts, we performed transcription profiling of the *Lnc-Nr6a1-*depleted cells. *Lnc-Nr6a1* knockout resulted in statistically significant changes in the expression levels of 218 genes (adjusted *p*-value < 0.05 and |log_2_FC| > 0.5) compared with the control cells; among them 95 and 123 were downregulated and upregulated, respectively (Table S1 and Figure 3E). 

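In total, 238 genes were called between the untreated libraries labelled knockout and the control libraries, 104 of them lower and 134 higher. *Lnc-Nr6a1* itself did not differ between these libraries, so it does not check the labels that give these directions, whereas *Mal2*, *Dsg2* and *Fam111a* were counted in all control libraries and in none labelled knockout. The replicate numbers in the sample labels were also used as a block. Across genes, the deviations of the same-numbered libraries from their group means had a Pearson correlation of 0.098. Fitted with the replicate block, 150 genes were called, 70 lower and 80 higher. The count moved most when only the 4 untreated libraries were fitted, which called 804 genes. DESeq2, which the paper's methods name, called 408 genes.

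In untreated control cells *Fam111a* (chromosome 19, 12620230 to 12664258) was at 15.8 ± 1.59 (SD, n = 2) CPM, at least 23.9-fold higher than the libraries labelled knockout can show (edgeR's Benjamini-Hochberg adjusted p = 0.00114). *Dsg2* (chromosome 18, 20716575 to 20763022) was at least 15.0-fold lower in the libraries labelled knockout (adjusted p = 0.00464 from the same edgeR test) and *Mal2* (ENSMUSG00000024479, chromosome 15, 54402921 to 54434401) at least 10.9-fold lower (adjusted p = 0.00479, edgeR). *Foxf1*, listed as Foxf1a, had 26 and 17 counts in control cells and 1 and 0 in the libraries labelled knockout, which is at least 3.94-fold lower but was not called (adjusted p = 0.114, edgeR). Among genes that rose, the log2 fold change was 5.69 (SE 0.41, edgeR's Benjamini-Hochberg adjusted p = 4.19e-04) for *Prune2* (chromosome 19, 17030608 to 17298422) and 3.66 (SE 0.22, edgeR's Benjamini-Hochberg adjusted p = 2.56e-04) for *Klhl13* (chromosome X, 22796397 to 22942208). *Adgrl3*, listed as Lphn3, rose by 1.12 (SE 0.15, adjusted p = 0.00816, edgeR). For *Pkp1* the log2 fold change of 1.18 (SE 0.29, edgeR's Benjamini-Hochberg adjusted p = 0.0888) did not pass. *Prune1*, listed as Prune, did not differ, with a log2 fold change of -0.17 (SE 0.21, edgeR's Benjamini-Hochberg adjusted p = 0.749), whose sign changed when a single library was left out. Other genes called lower were *Celf2*, at least 30.1-fold, and *Ephb1* and *Palmd*, at least 8.80-fold and 8.63-fold. *Ephb1* and *Palmd* had no counts in the untreated libraries labelled knockout. *Stc1* and *Lrrc26* were called at least 20.5-fold and 10.2-fold higher. *Casp1*, with 3 counts in each untreated control library, was called higher by 4.37 on the log2 scale (SE 0.51, adjusted p = 0.00371, edgeR). limma-voom did not call *Stc1*. *Palmd* is on chromosome 3, most of whose genes were lower.

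The genes called lower were not spread evenly over the genome. Chromosomes 3 and 7 held 37 of the genes called lower (35.6%) and 1584 of all genes tested (12.2%), with p = 5.11e-10 in Fisher's exact test (two-sided). Of the 18 genes lower by less than 2-fold, 14 were on these chromosomes, against 6 of the genes called higher. The share was 32.9% with the replicate block. The median log2 fold change of all tested genes was -0.34 on chromosome 3 and -0.25 on chromosome 7, and 77.5% of the genes of both lay below 0. In the TGF-β-treated libraries, which are separate cultures, these medians were -0.34 and -0.14, against -0.17 on chromosome X and -0.15 on chromosome 13. The pair of chromosomes was noticed in the paper's Table S1, which came from the same libraries. Each chromosome tested alone, with Benjamini-Hochberg adjustment of Fisher's exact test over the chromosomes, gave an adjusted p of 1.00e-07 for chromosome 3 (22 genes) and 0.0755 for chromosome 7 (15 genes).

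**Figure D2:**
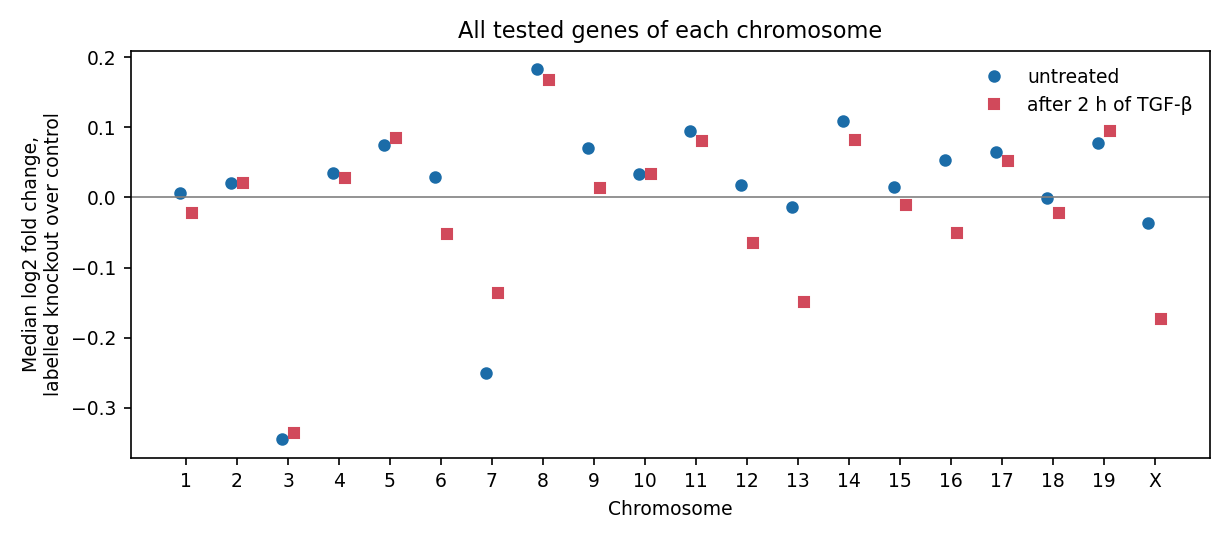
Median log2 fold change of all tested genes of each chromosome, libraries labelled knockout over control libraries, untreated (circles) and after 2 h of TGF-β (squares). Chromosome 3 lies at -0.34 and -0.34, and chromosome 8 highest at 0.18 and 0.17.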

Some of these changes were confirmed by RT-qPCR, as downregulation (>100-fold) of *Dsg2*, *Fam111a*, *Mal2*, *FoxF1* and upregulation of *Prune*, *Pkp1*, *Adgrl3*, (Figure S6). 

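The genes that the paper's Table S2 lists under cell adhesion went both ways in the counts. Of the 20 that were tested, 6 were lower in the untreated libraries labelled knockout than in control cells and 14 were higher, and 5 and 13 of these were called. These genes were chosen by the paper from the same libraries, so their calls show no stability. The directions are those of the labels, which *Mal2*, *Dsg2* and *Fam111a* separated in the untreated libraries and *Lnc-Nr6a1* did not.

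Of the genes that Table S2 lists under the glycolytic process, *Aldoa* had a log2 fold change of -0.60 (SE 0.16, edgeR's Benjamini-Hochberg adjusted p = 0.105) and *Pfkp* of -1.25 (SE 0.30, edgeR's Benjamini-Hochberg adjusted p = 0.0836), neither of which was called. *Pfkm* rose by 0.73 (SE 0.14, adjusted p = 0.0344, edgeR), and *Hk1* had a log2 fold change of 0.61 (SE 0.16, edgeR's Benjamini-Hochberg adjusted p = 0.102). DESeq2, and edgeR on the 4 untreated libraries alone, called *Aldoa*, *Pfkp* and *Hk1*, as did edgeR without the filter for low counts, a setting tried for single genes after seeing the data, and *Pfkm* was not called with the replicate block. Over a list of 16 genes of glycolysis fixed beforehand, 12 were lower and 4 higher, with a median log2 fold change of -0.30 (limma's camera test, Benjamini-Hochberg adjusted p = 0.0168 over 3 gene set tests). The camera test takes the genes as nearly independent, so its p-value does not measure how the list varied between libraries. The median was -0.31 with the replicate block. Between the TGF-β-treated libraries of the genotypes, it was -0.099, with 9 genes lower and 7 higher, and the list did not pass (limma's camera test over n = 16 genes, p = 0.660). Without the genes of the list on chromosomes 3 and 7, which include *Aldoa* and *Ldha*, the median was -0.26 and the list did not pass (limma's camera test over n = 13 genes, p = 0.154). Singly, 1 gene of the list was called over all genes tested, *Pfkm*, which was higher. Adjusted over the list alone, 6 were called. Of these, *Pfkm* and *Hk1* were higher, and *Aldoa*, *Aldoc*, *Ldha* and *Pfkp* were lower. The counts of *Gapdh*, *Ldha*, *Aldoa* and other members with processed pseudogenes are uncertain, as the counting may have split their reads.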

Gene ontology analysis of the downregulated genes in *Lnc-Nr6a1^−/−^* cells showed an enrichment in genes involved in cell adhesion and the glycolytic process (Figure 3F and Table S2). Next, we investigated the effect of *Lnc-Nr6a1* knock-down on the adhesion capacity of NMuMG cells to substrate and cells. *Lnc-Nr6a1*-depleted cells showed a lower capacity to adhere to the substrate; this effect was observed over a long and short time (Figure 4A,B). Furthermore, neither cell cycle changes nor alterations in proliferation were observed in *Lnc-Nr6a1*-depleted cells (Figure S7A,B). In order to determine the effect of *Lnc-Nr6a1* absence on cell-cell adhesion, monolayers of NMuMG cells were incubated with calcein-labelled *Lnc-Nr6a1*-depleted cells or control cells for 2 h. Flow cytometry analysis showed a lower ability of *Lnc-Nr6a1*-depleted cells to adhere to cells (Figure 4D,E). The loss of adhesion capacity to substrate and cells were partially recovered after expressing *lnc-Nr6a1-1* isoform (Figure 4C–E). Together, the combination of lncRNA profiling and functional assays identified *Lnc-Nr6a1* as a lncRNA involved in cell adhesion to substrate and cells.

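Desmosomes are junctions that hold neighbouring epithelial cells together. In the transcription profiles, of 7 desmosome genes tested, 1 was called between the untreated libraries labelled knockout and the control libraries over all genes tested, and 3 when adjusted over the list alone. *Dsg2* had no counts in the libraries labelled knockout, while *Dsp*, which encodes desmoplakin, had a log2 fold change of 0.62 (SE 0.17, edgeR's Benjamini-Hochberg adjusted p = 0.113) and was called by DESeq2 and with the untreated libraries alone. After TGF-β, *Dsp* was higher in the libraries labelled knockout than in control cells by 1.12 (SE 0.17, adjusted p = 0.00445, edgeR). *Jup* and *Pkp1* were also called higher there, by 1.24 (SE 0.13, adjusted p = 0.00101, edgeR) and 1.64 (SE 0.27, adjusted p = 0.00668, edgeR). *Dsg2* was called lower, and *Pkp2*, *Pkp3* and *Pkp4* were not called. From the transcription profiles together with its adhesion assays, which are not analysed here, the paper concludes that *Lnc-Nr6a1* takes part in cell adhesion.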

Since *Lnc-Nr6a1* is induced early by TGF-β, we studied whether expression changes produced by TGF-β were dependent on the presence of *Lnc-Nr6a1*. We analyzed the transcriptomic profiles of the control cells versus *Lnc-Nr6a1*-depleted cells after 2 h of TGF-β treatment (Tables S3 and S4). 

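TGF-β, a cytokine that induces the epithelial-mesenchymal transition in these cells, was given for 2 h, at 10 ng/ml according to the sample labels. The treated libraries were 2 of control cells, with 11210495 and 9895118 reads counted on genes, and 2 labelled knockout, with 12761749 and 13574397. They were deposited, normalized and tested together with the untreated libraries. The smallest level they can show, 3 counts, was 0.281 and 0.317 CPM in control cells and 0.245 and 0.238 CPM in the libraries labelled knockout. Replicates differed by a median absolute log2 CPM of 0.33 in treated control cells, more than in the other conditions, and of 0.22 in the treated libraries labelled knockout.

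Between the treated libraries labelled knockout and the treated control libraries, 1959 genes were called, 1103 higher and 856 lower in the libraries labelled knockout. This number depends on which libraries estimate the spread: when only the treated libraries were fitted, 410 genes were called, fewer than were called from the untreated libraries in the same way. Across genes, the deviations of same-numbered treated libraries of the genotypes from their group means correlated negatively (Pearson's r = -0.47). The replicate block gave 1490 genes, and with the replicate numbers of the treated libraries labelled knockout exchanged, a pairing chosen after seeing the data, 2809 genes were called. Of the genes called between the untreated libraries, 216 were also called here in the same direction and 0 in the other.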

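In control cells, 611 genes were called higher and 583 lower after TGF-β, against 554 and 335 between the treated and untreated libraries labelled knockout. Same-numbered libraries deviated together with a Pearson correlation across genes of 0.30 in control cells and -0.0092 in the libraries labelled knockout. Using the replicate block, the numbers were 439 and 392 in control cells, and 431 and 245 in the libraries labelled knockout. Without the filter for low counts they were 1019 and 1002 in control cells, and 1206 and 626 in the libraries labelled knockout. Fitting each comparison on its own libraries gave 276 and 194 in control cells, and 582 and 356 in the libraries labelled knockout. Control cells thus had fewer genes called in the last of these fits and more in the others. *Lnc-Nr6a1* did not separate the untreated libraries by their labels, while *Mal2*, *Dsg2* and *Fam111a* did. *Tnfaip6* (chromosome 2, 51893529 to 51912206), with no counts in any untreated library, was at least 17.2-fold higher after TGF-β in control cells (edgeR's Benjamini-Hochberg adjusted p = 0.00366) and at least 4.93-fold higher in the libraries labelled knockout (adjusted p = 0.0111, edgeR). Of genes that fell, *Slc17a9* went from 19 and 11 counts to 0 and 0 in control cells, at least 5.72-fold lower. In the libraries labelled knockout it went from 12 and 17 counts to 3 and 2, at least 10.0-fold lower. The difference between these responses did not pass (adjusted p = 0.594 of the interaction, edgeR). Such lower bounds depend on depth and starting level, so for *Tnfaip6* and *Slc17a9* they do not rank the genotypes. *Nr6a1*, the host gene of *Lnc-Nr6a1*, had a log2 fold change of -1.23 (SE 0.20, edgeR's Benjamini-Hochberg adjusted p = 0.00734) in control cells and of -0.39 (SE 0.19, edgeR's Benjamini-Hochberg adjusted p = 0.261) in the libraries labelled knockout, and the difference between these responses did not pass (adjusted p = 0.497 of the interaction, edgeR). Its counts are uncertain, as the counting tool and its strand setting are not stated, although the exons of *Lnc-Nr6a1* lie within an intron of *Nr6a1*.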

In total, 895 genes were upregulated and 747 genes downregulated in the control cells and 641 and 459 genes, respectively, in the *Lnc-Nr6a1*-depleted cells (adjusted *p*-value < 0.05 and |log_2_FC| > 0.5). 

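Of the genes called higher after TGF-β in control cells, 349 were also called higher in the libraries labelled knockout (57.1%, 95% Wilson confidence interval 53.2 to 61.0%), and of those called lower, 160 were also called lower in the libraries labelled knockout (27.4%, 24.0 to 31.2%). The intervals cover counting error only. No gene called in control cells was called in the opposite direction in the libraries labelled knockout. The shares were 60.4% and 27.6% with the replicate block, and with each comparison fitted on its own libraries 77.9% and 48.5%, the largest change among the alternatives tried. Across all tested genes, which are not independent replicates, the log2 fold changes after TGF-β in the genotypes had a Pearson correlation of 0.63. In counts simulated with equal responses it was 0.72 to 0.75. These simulations used a single spread for all groups and effects that contain the noise of their estimates. The lower correlation thus does not by itself show that the responses differed. Among shared genes, the median log2 fold change was 1.17 in control cells and 1.28 in the libraries labelled knockout for those raised, and -1.29 and -1.30 for those lowered.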

We found 44% and 27% of upregulated and downregulated genes, respectively, by TGF-β were common in both types of cells; therefore, their regulation was independent of the presence or absence of *Lnc-Nr6a1*. These genes were enriched in those involved in EMT, phosphatidylcholine biosynthetic process, DNA replication checkpoint and chromatin silencing (Figure 5A,B). This result indicates that 56% and 73% of genes induced or inhibited, respectively, by TGF-β are dependent on the presence of *lnc-Nr6a1* and slightly enriched in genes involved in histone modification and ribosomal RNA maturation. 

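Of 9 EMT marker genes with enough counts to be tested, 2 were called after TGF-β in both genotypes, *Snai1* and *Zeb2*. *Snai1*, which encodes the transcription factor Snail, rose by 4.23 (SE 0.32, edgeR's Benjamini-Hochberg adjusted p = 4.16e-04) on the log2 scale in control cells and by 3.99 (SE 0.30, adjusted p = 3.13e-04, edgeR) in the libraries labelled knockout. *Zeb2* rose by 1.05 (SE 0.17, adjusted p = 0.00778, edgeR) and 1.17 (SE 0.18, adjusted p = 0.00540, edgeR). Of 11 known TGF-β target genes tested, 8 were called in control cells and 6 in the libraries labelled knockout, all 6 of the latter in both. Adjusted over the list alone, the difference between the genotypes in this response passed for 1 gene of the list, against 0 over all genes tested (2 with an unadjusted p below 0.05). Of the targets, *Skil* rose by 2.09 and 2.34, *Smad7* by 1.69 and 2.28, and *Ctgf* by 3.03 and 3.77 on the log2 scale. *Id1* and *Id3* were called in control cells only, with -0.65 (adjusted p = 0.0480, edgeR) and -1.10 (adjusted p = 0.0480, edgeR), against 0.31 and 0.20 in the libraries labelled knockout (unadjusted p of edgeR's interaction 0.00328 and 0.0115, n = 2 libraries per group). Neither was called in control cells when only the control libraries were fitted. Without the filter for low counts, a setting tried for single genes after seeing the data, the interaction passed over all genes for both (edgeR's adjusted p = 0.0218 and 0.00682). *Skil* is on chromosome 3, most of whose genes were lower in the libraries labelled knockout.

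Genes of the histones, which package DNA into chromatin, fell in both genotypes. The median log2 fold change of 68 histone genes was -0.46 in control cells, with 62 of the genes lower and 7 called (limma's camera test, Benjamini-Hochberg adjusted p = 2.25e-07), and -1.09 in the libraries labelled knockout, with 67 lower and 37 called (adjusted p = 2.30e-26 in limma's camera test). The medians were -0.45 and -1.12 with the replicate block, and both stayed below 0 with edgeR's RLE factors in place of TMM. By library, the median log2 CPM of these genes was 6.81 and 6.43 in untreated and 6.37 and 6.01 in treated control cells. In the libraries labelled knockout it was 6.40 and 6.66 untreated and 5.62 and 5.29 treated. Replicates of a condition differed in this median by up to 0.38. The p-values of the camera test take the genes as nearly independent and do not measure this spread between libraries. Most histone mRNAs carry no poly(A) tail, so their counts also depend on how RNA was selected. Histone genes are also near-identical copies among which the counting may have split reads.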

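Whether a response differed between the genotypes was tested directly, as the interaction of genotype and TGF-β in the model of all libraries. At an adjusted p below 0.05, 0 genes differed, while 1134 genes had an unadjusted p below 0.05. The replicate block left 0 genes, with 1029 at an unadjusted p below 0.05. DESeq2 called 31 genes, and without the filter for low counts edgeR called 211. In counts simulated with the means and spread of these libraries, the edgeR test recovered 64 of 100 genes whose response differed by 2 on the log2 scale and 8 of 100 that differed by 1. The smallest p-values belonged to *Scamp3*, *Txn2* and the pseudogene *Gm15487*, whose reads may be shared with its parent gene (edgeR's Benjamini-Hochberg adjusted p = 0.0615 for each). *Txn2* (chromosome 15, 77745477 to 77759436) had a log2 fold change after TGF-β of -1.24 (SE 0.15) in control cells and 0.46 (SE 0.14) in the libraries labelled knockout. *Scamp3*, on chromosome 3, most of whose genes were lower in the libraries labelled knockout, had -1.60 (SE 0.17) and 0.49 (SE 0.16). DESeq2 called each of these genes. *Lnc-Nr6a1* did not separate the untreated libraries that enter this test by their labels, whereas *Mal2*, *Dsg2* and *Fam111a* had no counts in any library labelled knockout.

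The 262 genes called higher only in control cells (42.9% of those called) had a median log2 fold change of 0.74 there and 0.37 in the libraries labelled knockout, where 230 of them also rose. The 423 called lower only in control cells (72.6%) had medians of -0.96 and -0.32, and 349 of them also fell in the libraries labelled knockout. Adjusted over these lists alone, the interaction passed for 0 of the raised and 86 of the lowered genes, although genes picked for a call in a single genotype are biased towards a difference. From the share of genes called in control cells alone, the paper concludes that the response of these genes depends on the presence of *lnc-Nr6a1*.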

Likewise, *Lnc-Nr6a1* depletion caused induction or inhibition of new genes by TGF-β (39% and 55%, respectively) enriched mainly in meiotic chromosome condensation, DNA replication initiation and negative regulation of chromatin silencing. 

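Of the genes called higher after TGF-β in the libraries labelled knockout, 205 (37.0%) were not called higher in control cells, and of those called lower, 175 (52.2%) were not called lower. With each comparison fitted on its own libraries, these shares were 63.1% and 73.6%. In the fit of all libraries, most of these genes moved the same way in control cells. The raised genes had a median log2 fold change of 0.92 in the libraries labelled knockout and 0.46 in control cells, where 186 of them rose. For the lowered genes these medians were -1.08 and -0.50, and 165 fell in control cells. The interaction, adjusted over these lists alone, passed for 11 of the raised and 0 of the lowered genes. *Wtip* (chromosome 7, 34894562 to 34918287), on a chromosome whose genes were lower in the libraries labelled knockout, was among the largest falls seen there only, at least 10.1-fold (edgeR's Benjamini-Hochberg adjusted p = 0.0244), while its log2 fold change in control cells was -0.023 (SE 0.59). The difference between these responses did not pass (adjusted p = 0.440 of the interaction, edgeR), and limma-voom did not call the fall.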

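For the EMT marker genes, the difference between the TGF-β responses of the genotypes was set against its error. On the log2 scale, it was -0.24 (SE 0.46) for *Snai1*, -0.18 (SE 0.27) for *Zeb1*, 0.13 (SE 0.24) for *Zeb2* and -0.43 (SE 0.39) for *Fn1*, with edgeR's Benjamini-Hochberg adjusted p from 0.636 to 0.981 over the 9 markers tested. Leaving out single libraries changed the sign of this difference for *Zeb1*, *Zeb2* and *Fn1*. None of the markers passed when adjusted over the list alone, and 0 had an unadjusted p below 0.05. Single calls were not equal. *Zeb1* rose by 0.88 (edgeR's adjusted p = 0.0250) in control cells and 0.70 (adjusted p = 0.0616, edgeR) in the libraries labelled knockout, and *Fn1* by 1.16 (adjusted p = 0.0332, edgeR) and 0.73 (adjusted p = 0.153, edgeR). DESeq2 called *Zeb1* in both genotypes. Without the filter for low counts, a setting tried for single genes after seeing the data, edgeR called *Zeb1*, *Fn1* and *Cdh1* in the libraries labelled knockout, and *Zeb1* also with thinned counts. *Cdh1*, which encodes E-cadherin, was not called in either genotype after 2 h with the filter, with log2 fold changes of 0.063 (SE 0.17) and 0.52 (SE 0.17), the former of which changed sign when a single library was left out. Differences below these errors were not detectable at this depth and number of libraries, and larger ones could be missed too. In simulated counts, the edgeR test of the interaction recovered 8 of 100 genes whose response differed by 1 on the log2 scale.

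**Figure D3:**
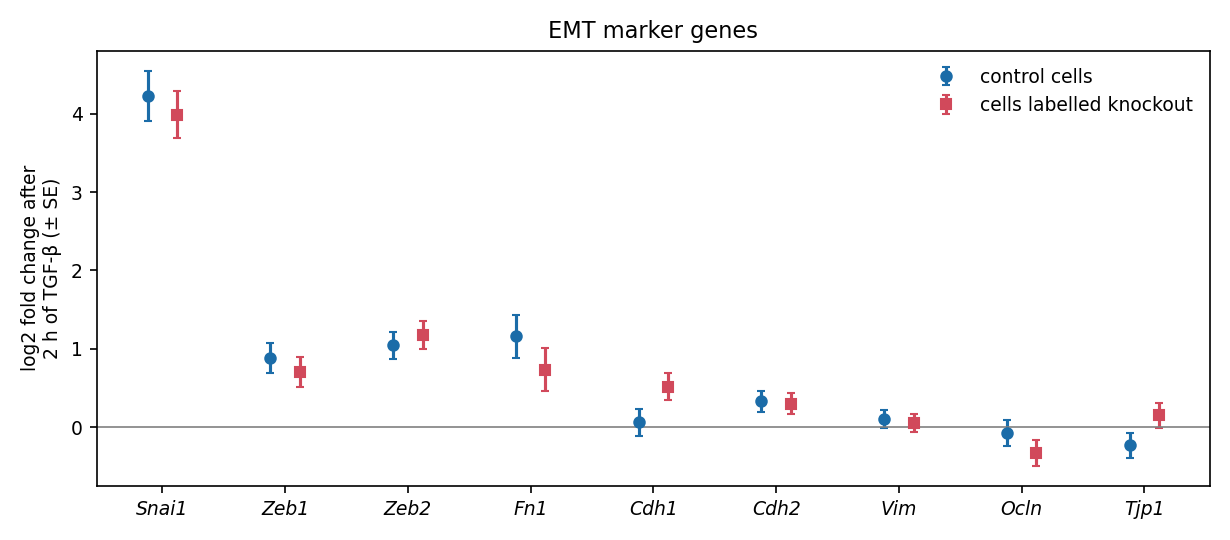
Log2 fold change after 2 h of TGF-β of the EMT marker genes tested, in control cells (circles) and in the libraries labelled knockout (squares), with bars of ± SE from edgeR. *Zeb1* lies at 0.88 and 0.70, and the bars of the genotypes overlap for each gene but *Cdh1* and *Tjp1*.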

Together, these data indicate that *Lnc-Nr6a1* depletion affects differential gene expression mediated by TGF-β; however, expression of genes involved in EMT was independent on the presence of *Lnc-Nr6a1*. Forced expression of *lnc-Nr6a1* isoforms neither revealed apparent morphological changes in cells nor significant changes in expression levels of the EMT markers. Furthermore, neither cell cycle nor proliferation were affected in isoform-overexpressing cells (Figure S8). However, wound-healing assays revealed that cells overexpressing either of the two isoforms migrated much faster than control cells, but the effects were not additive. Notably, cell migration was not affected by *Lnc-Nr6a1* depletion (Figure 5C–E, Video S1).

Since one of the *lnc-Nr6a1* isoforms is transcribed as a precursor containing miR-181a2 and miR-181b2 genes, we investigated the effect of precursor over-expression using a CRISPR/Cas9 synergistic activation mediator (SAM) system (Figure 6A) [17]. To this end, we designed 10 single-guide RNA (sgRNAs) targeting regions close to the transcription start site (Table S8) and found that sgRNA 2 and sgRNA 8 notably increased both *lnc-Nr6a1* isoforms and miR-181 genes expression, as shown by qPCR analysis (Figure 6B), supporting that regulation of *Lnc-Nr6a1* and miR-181a2/b2 is driven by the same promoter. Cells overexpressing the *Lnc-Nr6a1* gene showed the epithelial phenotype. However, both immunofluorescence and immunoblotting analysis revealed an increased expression of the mesenchymal marker N-cadherin and a decrease in the epithelial marker E-cadherin expression (Figure 6C,D). As *Lnc-Nr6a1* upregulation induced expression changes associated with mesenchymal cells, we wondered whether *Lnc-Nr6a1* upregulation could affect features of the EMT program. Neither proliferation nor adhesion capacity were affected in precursor-overexpressing cells (Figure S9); however, wound healing and Matrigel invasion assays revealed that these cells migrated significantly faster and were more invasive than *lnc-Nr6a1-1* overexpressing cells (Figure 6E–G, Video S2). A feature of EMT programs is they contribute to the resistance of cells to anoikis. We determined the percentage of apoptotic cells in *lnc-Nr6a1-1*- and *Lnc-Nr6a1*-upregulated cells growing in the presence of methylcellulose and on Poly-HEMA-coated plates to prevent both adherence among them and their adherence to plastic, thereby eliciting anoikis. Cells overexpressing *Lnc-Nr6a1* presented higher anoikis resistance than cells overexpressing the *lnc-Nr6a1-1* isoform and control cells (Figure 6H). These results indicate, on the one hand, that miR-181a2/b2 expression increases the migratory and invasive ability of the cells and confers resistance to anoikis; and on the other hand, that the mature transcripts and embedded miRNAs from *Lnc-Nr6a1* genomic loci perform independent functions.

### 2.3. Lnc-Nr6a1 Protein Interactome

To explore the molecular mechanisms underlying the biological activity of *Lnc-Nr6a1*, we searched for proteins that were associated with *lnc-Nr6a1* using the iDRIP in vivo technique (identification of direct RNA interacting proteins) [18] (Figure 7A). After UV crosslinking of NMuMG cells, *lnc-Nr6a1*-protein complexes were purified using *lnc-Nr6a1* antisense biotinylated oligonucleotides. Different pools of biotinylated antisense probes were tested against the *lnc-Nr6a1* isoforms. We achieved a pool of oligonucleotides that specifically retrieved over 30% of the *lnc-Nr6a1-1* complexes, without enrichment of *lnc-Nr6a1-2* complexes or housekeeping *Hprt* mRNA. A *LacZ* oligonucleotide pool that targeted the *lacZ* mRNA did not retrieve *Hprt* nor *lnc-Nr6a1-1* RNAs (Figure 7B). It should be mentioned that we have been struggling to achieve a pool of biotinylated oligonucleotides that specifically retrieves the *lnc-Nr6a1-2* isoform, but all attempts to solve this problem have so far been unsuccessful. After washing the complexes under denaturing conditions and treating them with DNAse I, the eluted proteins were analyzed by mass spectrometry. A total of 42 proteins were found to be enriched (≥2-fold) over background (Figure 7C and Table S5). These proteins belonged to different functional groups: protein-folding chaperones (HSP90AA1, HSPA5, HSPA1B, HSPA8, 14-3-3s/g/e/z/d), lamin binding (HNRNPK, PKP1), cell-cell junction organization (DSP, PKP1, ACTN4, JUP), translational elongation (EEF1A1, EEF2, EEF1G), glycolytic process (ALDOA, ENO1, PKM, GAPDH) and intermediate filament-based process (DSP, PLEC, PKP1, EVPL). Interactions of the most enriched proteins were confirmed by RNA immunoprecipitation (RIP) assay using specific and non-specific IgG antibodies (Figure 7D). Prelamin A/C was the most enriched protein by *lnc-Nr6a1-1* probes. The subcellular location of *lnc-Nr6a1* isoforms using *Hprt*, *U3* and *Xist* RNAs as indicators for cytosolic and soluble and insoluble nuclear fractions, respectively, resulted in nuclear enrichment located mainly in the chromatin fraction (Figure 7E). Since a significant proportion of *lnc-Nr6a1-1* was located at the nuclear insoluble fraction and one of the major components of this fraction is chromatin, we studied whether *lnc-Nr6a1-1* isoform could be interacting with DNA and modulating gene expression. The genome-wide binding profile of *lnc-Nr6a1-1* was mapped using the ChIRP technique (chromatin isolation via RNA immunoprecipitation) [19]. This technique allows the discovery of RNA-associated DNA sequences and mapping of genomic binding sites of chromatin-associated lncRNAs with high sensitivity and low background. Target lncRNA from glutaraldehyde-crosslinked cells was affinity captured using antisense-biotinylated oligonucleotides, and the lncRNA-associated DNA chromatin used to create a sequencing library. Under the conditions used for ChIRP, more than 30% of the *lnc-Nr6a1-1* RNA was retrieved from the control cells. Results of ChIRP-seq analysis, using *Lnc-Nr6a1*-depleted cells as the negative control, showed that there were no specific DNA binding sites for the *lnc-Nr6a1-1* isoform. Thus, we concluded that nuclear *lnc-Nr6a1-1* molecules bind Lamin A/C in regions not associated with the genome. Lamins associate with chromatin through large domains termed lamina-associated domains or LADs, which contain mostly inactive genes and are located at the nuclear periphery [20]. Since *lnc-Nr6a1-1* isoform interacted with Lamin A/C, but not with chromatin, we wondered if the depletion of *Lnc-Nr6a1* could affect the specific Lamin A/C-associated genomic domains (LADs). Genomic regions that interact with Lamin A/C in the control and *Lnc-Nr6a1*-depleted cells were mapped by chromatin immunoprecipitation coupled with deep sequencing (ChIP-seq). A total of 619 LADs were mapped in the control cells, 148 of them were partially lost in *Lnc-Nr6a1*-depleted cells, and 45 new LADS appeared in the *Lnc-Nr6a1*-depleted cells (Figure S10A). Genes associated with these LADs were identified (Table S6) and gene ontology analysis of genes associated to partially lost LADs showed enrichment in genes involved in smell sensory perception and chemotaxis (Figure S10B). Moreover, comparison between LADs-associated genes and expression changes detected in *Lnc-Nr6a1*-depleted cells showed a match in only five genes (*p*-value = 0.17) (Figure S10C), inferring that the absence of interaction of *lnc-Nr6a1-1* with lamin A/C is not the direct cause of the gene expression changes in depleted cells.

Our finding that glycolytic proteins ALDOA, ENO1, PKM, GAPDH, along with LDHA, interact with *lnc-Nr6a1-1* is outstanding. Covalent bonds between *lnc-Nr6a1-1* and interacting proteins are direct because they were created by UV crosslinking. This result strongly suggested that *lnc-Nr6a1-1* could act as a scaffold molecule to gather glycolytic proteins to promote glycolysis by substrate channeling. To test this hypothesis, we measured the glycolysis metabolic process in the control and *Lnc-Nr6a1*-depleted cells using the Seahorse Analyzer, which provides accurate measurements of glycolytic rates for basal conditions and compensatory glycolysis following mitochondrial inhibition. We found that the knockout of *Lnc-Nr6a1* significantly reduced basal glycolysis and compensatory glycolysis and that these effects were all reverted by overexpression of the *lnc-Nr6a1-1* isoform (Figure 8A,B).

Next, we analyzed whether the interaction of *lnc-Nr6a1-1* with each of the proteins occurred independently or whether the *lnc-Nr6a1-1* isoform forms a glycolytic complex with these enzymes. To this end, coimmunoprecipitation experiments were carried out on UV-crosslinked extracts from control cells and *Lnc-Nr6a1*-depleted cells using an antibody against ENO-1 and the immunoprecipitated proteins were subjected to quantitative mass spectrometry. The analysis results showed the enrichment of glycolytic enzymes ALDOA, PKM, and GAPDH, along with LDHA previously detected by theiDRIP technique, in addition to the enrichment of the glycolytic enzymes TPI1, PGAM1 and PGK1 (Table S7). Furthermore, quantification of immunoprecipitated proteins revealed a markedly lower amount of immunoprecipitated glycolytic enzymes in *Lnc-Nr6a1*-depleted cells (Figure 8C). These data indicate that *lnc-Nr6a1-1* may function as a molecular scaffold for glycolytic multi-enzymatic complex formation (Figure 8D) and this promotes enhanced catalytic efficiency.

## 3. Discussion

In this study, we analyzed a lncRNA, *Lnc-Nr6a1*, which is induced early and abundantly during EMT. Two main isoforms are generated in response to TGF-β, with very similar expression levels. The expression of each one is regulated by different pathways: the *lnc-Nr6a1-1* isoform by MEK-ERK1/2 and *lnc-Nr6a1-2* isoform by AKT, routes that are simultaneously activated by TGF-β, and that would indicate that the isoforms could be involved in specific processes that respond to each of these routes. Each isoform has a polyadenylated transcript, but in the case of the *lnc-Nr6a1-1* isoform it is also present as a non-polyadenylated precursor containing processed exons, miR-181a2 and miR-181b2 genes; as well as genomic sequences between the 3′-end of polyadenylated *lnc-Nr6a1-1* and 5′-end of the miR-181a2 gene and the genomic sequence between both miRNAs. The transcriptional termination of the non-polyadenylated isoform and processing of pre-miR181a2 and pre-miR-181b2 would be mediated by the microprocessor complex [21,22]. Studies reported that the cleavage of the precursor transcript by Drosha occurs cotranscriptionally and sometimes even before the splicing of introns [23,24]; however, our results indicate that the cleavage of the non-polyadenylated *lnc-Nr6a1-1* transcript by Drosha occurs after splicing of the introns. Regarding the resulting lncRNA molecule after processing by Drosha of the pre-miRNAs, the analysis of the UCSC genome browser shows the absence of ESTs between the 3′-end of polyadenylated *lnc-Nr6a1-1* and 5′ end of miRNA loci suggesting that *lnc-Nr6a1* non-polyadenylated mature transcript resulting from processing by Drosha is degraded [21]; therefore, *lnc-Nr6a1-1* and *lnc-Nr6a1-2* isoforms and miR-181a2 and miR-181b2 would be the molecules generated from the *Lnc-Nr6a1* gene. The presence of polyadenylated and non-polyadenylated forms would make it possible to regulate the expression of these molecules, allowing high levels of one of them to be achieved without concomitant generation of high levels of another unwanted one. As has been described for other miRNA-host lncRNAs [11,22,25], *Lnc-Nr6a1* carries out specific functions that are independent of its role as a miRNA precursor, thus the loss of adhesion capacity shown by *Lnc-Nr6a1*-depleted cells is rescued by exogenous expression of the *lnc-Nr6a1-1* isoform; in the same way, the glycolytic activity in *Lnc-Nr6a1*-depleted cells reaches levels similar to those of the control cells when overexpressing the *lnc-Nr6a1-1* isoform; and also, overexpression of any of the polyadenylated isoforms increases cell mobility and invasiveness. However, anoikis resistance only increases when miR-181a2 and miR-181b2 are expressed. Therefore, the *Lnc-Nr6a1* gene, in addition to providing miR-181a2/b2 molecules, generates polyadenylated lncRNA molecules with independent functions.

The in vivo study of proteins interacting with the *lnc-Nr6a1-1* isoform reveals that this isoform interacts with different proteins, some of them participating in the same process or mechanism, suggesting that *lnc-Nr6a1-1* could act as a scaffold molecule by recruiting or titrating the interacting proteins. Lamin A/C is the most enriched *lnc-Nr6a1-1*-interacting protein. Lamin A/C is a structural component of the nuclear lamina that regulates genome organization and gene expression. Lamin A/C associates with chromatin through large domains termed lamina-associated domains or LADs, which are located at the nuclear periphery [26]; however, *lnc-Nr6a1-1* does not interact with DNA. Therefore, its interaction with Lamin A/C would take place in regions where Lamin A/C does not interact with DNA, such as the nucleoplasm, where significant levels of A-type lamins have been found [27]. The LADs present in the cell change as gene expression changes; however, in *Lnc-Nr6a1*-depleted cells only partial changes in LADs are detected, which do not correspond to gene expression changes detected in the *Lnc-Nr6a1*-depleted cells. This would indicate that *lnc-Nr6a1-1* carries out functions in the nucleus, unknown at the moment, but it would not act as a transcriptional regulator. *Lnc-Nr6a1-1* interacts directly with the proteins plakophilin, plakoglobin and desmoplakin; the three main components of the desmosome [28]. Desmoplakin couples intermediate filaments to the desmosome and its amino-terminus binds directly to plakoglobin and the plakophilin [29]. The direct interaction of *lnc-Nr6a1-1* with these proteins marks it as an additional component of the desmosome that could facilitate the formation of the complex. This could explain the cell-cell adhesion decrease in *Lnc-Nr6a1*-depleted cells and subsequent recovery after exogenous expression of the *lnc-Nr6a1-1* isoform. It is increasingly evident that glycolysis proteins associate to form multienzyme complexes, especially under stress conditions to meet excessive energy demand. Studies on yeast have revealed that glycolysis enzymes colocalize into non-membrane-bound granules, named glycolytic bodies or G bodies, in response to hypoxia [30]; also, in neurons of *Caenorhabditis elegans*, analogous granules are formed to sustain changes in the activity of synapses [31]. These structures are formed by phase separation and RNA molecules appear to be responsible for concentrating and sequestering protein components through multiple binding sites [32,33]. A large number of studies have shown that lncRNAs can affect genes involved in glucose metabolism by directly regulating the glycolytic enzymes and glucose transporters or indirectly modulating the signaling pathways [34]. We have found that ENO1, ALDOA, GAPDH, and PKM glycolytic enzymes, along with LDHA, interact in vivo directly with *lnc-Nr6a1-1* isoform in non-transformed NMuMG cells in normal conditions. Glycolytic metabolism is affected in *Lnc-Nr6a1*-depleted cells; thus, these cells showed lower basal and reserve glycolytic activity than control cells; but the glycolytic activity was recovered upon exogenous expression of the *lnc-Nr6a1-1* isoform. We propose that *lnc-Nr6a1-1* act as a scaffold molecule interacting directly with these enzymes. We must underline the fact that these enzymes were coprecipitated with antibody against ENO1 irrespective of the presence of *lnc-Nr6a1-1*; however, in *Lnc-Nr6a1*-depleted cells, coprecipitated enzymes were markedly reduced, indicating that *lnc-Nr6a1-1* supports formation of a multi-protein complex of glycolytic enzymes and that this results in enhanced catalytic efficiency. Coimunoprecipitation of this pool of enzymes from UV-crosslinked *Lnc-Nr6a1-*depleted cells indicates that other RNAs could jointly contribute to the glycolytic complex formation. In fact, gLINC lnc-RNA was recently reported to act as a backbone for complex formation between PGK1/ENO1/ and PKM2, along with LDHA, promoting glycolytic flux and ATP production [35]; in the same way *NEAT1* lncRNA forms a scaffold bridge for the assembly of the glycolytic complex PGK1, PGAM and ENO1 promoting a glycolytic state in breast cancer that is associated with more invasive and higher-grade tumors [36]. The contribution of other lncRNAs in the formation of the glycolytic complex would support that the enzymes TPI1, PGK1 and PGAM1 are co-immunoprecipitated by ENO1, despite not being present in the *lnc-Nr6a1-1* interactome. A hallmark of cancer cells is metabolic reprogramming to generate energy through increased glycolysis even in the presence of oxygen, known as the Warburg effect [37,38]. High levels of *Lnc-Nr6a1* are observed in most of the tumors analyzed (Figure S11), which could be associated with the formation of multienzyme complexes and increased glycolytic activity in cancer cells. Our results show different functions for *Lnc-Nr6a1*. On the one hand, by means of its non-polyadenylated transcript, *Lnc-Nr6a1* serves as a miRNA reservoir, giving rise to miRNAs miR-181a2 and miR-181b2; on the other hand, polyadenylated *lnc-Nr6a1-1* transcript is involved in cell adhesion and glycolytic metabolism. Additional non-overlapping mechanisms for the *lnc-Nr6a1-2* isoform are not ruled out. Further explorations of the isoform-specific interactome will unveil the full biological activities of this lncRNA.

## 4. Materials and Methods

### 4.1. Reagents

The following antibodies were used in our study: anti-ERK1/2 (Cat# 61-7400; Thermo Fisher Scientific, Waltham, MA, USA), anti-phospho-ERK1/2 (9101; Cell Signaling Technology, Danvers, MA, USA), anti-phospho-p70 S6 kinase (Cat# 9206; Cell Signaling Technology), anti-phospho (Ser/Thr) AKT substrate (Cat# 9611; Cell Signaling Technology), anti-phospho-p85 (Cat# 9206; Cell Signaling Technology), anti-Smad4 (Cat# sc-7966; Santa Cruz Biotechnology, Santa Cruz, CA, USA), anti-E-cadherin (Cat# 610181; BD Transduction Laboratories, BD Biosciences, San Jose, CA, USA), anti-N-cadherin (Cat# 610921; BD Transduction Laboratories), anti-Vimentin (Cat# sc-32322; Santa Cruz), anti-Snail1 (Cat# C15D3; Cell Signaling Technology), anti-Enolase1 (Cat# 3810; Cell Signaling Technology), anti-GAPDH (Cat# sc-47724; Santa Cruz), anti-ALDOA (Cat# 11217-1-AP; Proteintech, Proteintech Europe Ltd, Manchester, UK), anti-Pyruvate kinase (Cat# 3106; Cell Signaling Technology), anti-Lamin A/C (Cat# sc-376248; Santa Cruz), anti-g-Catenin (Cat# A0963; ABclonal, Woburn, MA, USA), anti-Plakophilin (Cat# sc-33636; Santa Cruz), anti-β-Actin (Cat# A1978; Sigma-Aldrich, St Louis, MO, USA). GSK690693, U0126 and SB-203580 were purchased from Selleck Chemicals (Houston, TX, USA). TGF-β was purchased from PeproTech (London, UK).

### 4.2. Cell Culture

NMuMG cells were grown in Dulbecco’s modified Eagle’s medium containing 10% fetal bovine serum, 2 mM L-glutamine, antibiotics (50 U/mL penicillin, 50 lg/mL streptomycin) and insulin (10 µg/mL) at 37 °C in a 5% CO_2_ humidified, 95% air incubator.

### 4.3. Lentiviral Production and Infection Assay

Lentiviral production and infection assays were performed as described previously [5]. For ectopic expression of *lnc-Nr6a1-1* or *lnc-Nr6a1-2*, NMuMG cells were infected with pHRSIN-DUAL-*lnc-Nr6a1-1* or *lnc-Nr6a1-2* lentiviral supernatants (MOI 2), respectively, containing 4 µg/mL polybrene. The dual-promoter lentivector pHRSIN-DUAL (also known as pHRSIN-CSGWdINotI_pUb_Em) was kindly provided by Mary K. Collins (Okinawa Institute of Science and Technology, Okinawa, Japan).

### 4.4. Western Blot Analysis

Protein was extracted with a RIPA buffer and western blotting was performed according to the standard protocols. Signals were detected with an ECL kit (GE Healthcare, Buckinghamshire, UK) and visualized and quantified using the ChemiDoc MP Imaging system (Bio-Rad, Hercules, CA, USA).

### 4.5. Proliferation, Migration and Invasion Assays

For growth curves, cells were harvested and transferred into 16-well E-plates, which contained electrodes integrated into the bottom surfaces of each well to measure cell index based on impedance using the xCELLigence System (Roche, Indianapolis, IN, USA). First, 100 µL of cell culture media was first added to each well at 37 °C for 30 min to equilibrate the conductors to the media. Then, 8 k, 4 k, 2 k and 1 k of cells were added per well, and the program was set to conduct readings every 30 min for 95 h. Cell migration was measured by using Culture-Inserts (IBIDI, Martinsried, Germany). The culture-inserts were transferred to six-well plates, and the cells were seeded at a density of 7 × 10^4^/mL in each well of culture-inserts and cultured in phenol red-free complete medium. After 24 h of incubation, the culture-inserts were removed, and a 400 μm cell-free gap was created. Cell migration was observed with a Leica DMI6000 inverted microscope equipped with a Hamamatsu ORCA-ER camera using LEICA N PLAN 10×, /20× /0.25 objectives, and recorded every 20 min for 23 h. Image processing was carried out using the Leica (LAS) and Adobe Photoshop software. Quantification of the cell surface was performed using the multiwavelength cell-scoring module of Metamorph Offline software and the WimScratch Wound Healing Module (WIMASIS, Munich, Germany) program. Transwell invasion assays were performed using Transwell chambers (24 well, 8 μm pore size; Cell Biolabs, San Diego, CA, USA) coated with basement membrane. The cells were allowed to grow to subconfluency and were serum-starved for 24 h. After detachment with trypsin, the cells were washed with PBS, resuspended in serum-free medium and 5 × 10^4^ cells were added to the upper chamber. The complete medium was added to the bottom well of the chamber. The cells that had not migrated were removed from the upper face of the filters using cotton swabs, and the cells that had migrated to the lower face of the filters were fixed with 3.7% formaldehyde, permeabilized with 100% methanol and stained with 0.05% crystal violet. Invasive cells were solubilized with 1% SDS at room temperature for 30 min, and quantified at OD 590 nm.

### 4.6. Immunofluorescence Microscopy

Cells grown on coverslips were fixed in 4% paraformaldehyde/phosphate-buffered saline at room temperature for 15 min and then permeabilized by incubation in 0.01% Triton X-100 in PBS. After fixation, the coverslips were blocked with 3% BSA in PBS for 45 min and incubated with primary antibody for 1 h followed by appropriate Alexa488- and Alexa594-conjugated secondary antibodies or rhodamine phalloidin (Molecular Probes, Eugene, Oregon USA) for 1 h at room temperature. The coverslips were counterstained with DAPI (Sigma-Aldrich) and mounted with the anti-fade agent Prolong Gold (Molecular Probes). Images were acquired with a Leica DM6000B microscope. Data were processed with Adobe Photoshop CS4 (Adobe Systems, San José, CA, USA).

### 4.7. RNA Isolation and RT-qPCR

Total RNA was isolated using TRIzol (Invitrogen, Life Technologies, Karlsrube, Germany), treated with TURBO DNase (Invitrogen), and reverse-transcribed with a mix of oligo(dT)_20_ and random hexamers using SuperScript III reverse transcriptase (Invitrogen). RT-qPCR was performed using iTaq Universal SYBR Green Supermix (Bio-RAD) and analyzed on an Applied Biosystems 7500 Fast-Real-Time PCR System. Expression levels of mRNAs were normalized to *Hprt* levels. According to the published data on miRNAs expression in NMuMG cells by TGF-β treatment [39], we used the miR-425-5p gene to normalize miRNAs expression.

### 4.8. Poly(A)^+^ and Poly(A)^−^ RNA Separation

Separation of Poly(A)**^+^** and Poly(A)**^−^** RNA was essentially performed as described [40]. DNAse-treated total RNA was incubated with oligo(dT) magnetic beads (Dynabeads, Invitrogen) to isolate poly(A)**^+^** RNAs, which were bound to the beads, or poly(A)-RNAs, which were present in the flow through after incubation. Selection with oligo (dT) magnetic beads was performed three times to ensure pure poly(A)**^+^** and poly(A)**^−^** populations. The poly(A)**^−^** RNA population was further processed with the Ribo-Zero magnetic kit (Epicentre, Epicentre Biotechnologies, Madison, WI, USA) to deplete most of the abundant ribosomal RNA.

### 4.9. In Vitro Poly(A) Tailing and RACE

To determine the 3′ end(s) of the *lnc-NR6a1* precursor, in vitro poly(A)**^−^** tailing of total RNA was carried out with the poly(A) Polymerase Tailing Kit (Epicentre) according to the manufacturer’s protocol. 3′ and 5′ RACE were performed using the FirstChoice RLM-RACE kit (Invitrogen) following the manufacturer’s protocol. The RT-PCR primer sequences are listed in Table S7.

### 4.10. RNA Isolation from Mouse Tissues

Organs from normal C57BL/6 mice were dissected and immediately frozen in liquid nitrogen and stored at −80 °C. To isolate RNA, 40–60 mg of frozen tissue specimens were cut in small pieces and transferred to a tube containing 1 mL of TRIzol Reagent (Invitrogen). Next, they were mechanically homogenized using a Pro250 homogenizer (PROScientific, Oxford, CT, USA) and total RNA was extracted according to the manufacturer’s instruction.

### 4.11. Cell Fractionation

The separation of cytosolic, chromatin and soluble nuclear fractions was carried out as previously described [41]. RNA was extracted from each fraction using a TRIzol reagent (Invitrogen).

### 4.12. RNA-Seq Analysis

Total RNA was isolated using TRIzol (Invitrogen), depleted of DNA by DNase treatment (TURBO DNase, Invitrogen). Libraries were prepared with the TruSeq Stranded mRNA kit (Illumina, San Diego, CA, USA) and sequencing was performed with a Novaseq system (Illumina) with 75 bp single-end reads with the Genomic Unit of CABIMER (Sevilla, Spain). Two biological replicates for each condition were sequenced. Reads were aligned to mouse genomes (GRCm38/mm10 and NCBI37/mm9) using the *subjunc* function from the Rsubread package. The downstream analysis was performed on .bam files with duplicates removed using the samtools (v0.1.19) rmdup command. Differential gene expression analysis and statistics were performed using the DESeq2 Bioconductor. Differentially expressed genes with *p*-adjusted values < 0.05 and Log_2_FC > 0.5 (upregulated genes) or Log_2_FC < −0.5 (downregulated genes) were selected for further analysis. Gene ontology (GO) functional categories were analyzed using DAVID Bioinformatics Resources. Non-adjusted *p* values were used to determine the enrichment significance.

### 4.13. ChIP Sequencing

ChIP assays and RNA immunoprecipitation were performed as previously reported [42]. NMuMG cells were crosslinked in 1% formaldehyde for 10 min at room temperature followed by the addition of glycine (125 mM final concentration) for 5 min. Nuclei were isolated using lysis buffer 1 (5 mM Pipes pH 8, 85 mM KCl, 0.5% NP-40, and complete protease inhibitor cocktail (Roche, Hoffmann-La Roche Inc., Nutley, NJ, USA)) and were lysed using lysis buffer 2 (1% SDS, 10 mM EDTA, 50 mM Tris–HCl pH 8.1, and complete protease inhibitor cocktail (Roche)). Chromatin was sheared into an average size of 500 bp by eight pulses of 30 s (30 s pause between pulses) at 4 °C in the water bath sonicator Bioruptor (Diagenode, Liège, Belgium).Thirty micrograms of chromatin were diluted 1:10 in IP buffer (0.01% SDS, 1.1% Triton X-100, 1.2 mM EDTA, 16.7 mM Tris–HCl pH 8.1, 167 mM NaCl, 1% sodium deoxycholate) and incubated overnight at 4 °C in rotation with 5 µg of monoclonal antibody anti-Lamin A/C (sc-376248; Santa Cruz) or anti-rabbit IgG control antibody (Sigma). Complexes were collected using Protein-A Dynabeads pre-blocked with BSA (New England Biolabs) and transfer RNA (Roche) and then washed with wash buffer 1 (0.1% SDS, 1% Triton X-100, 2 mM EDTA, 20 mM Tris–HCl pH 8.1, and 150 mM NaCl, 1% sodium deoxycholate), wash buffer 2 (0.1% SDS, 1% Triton X-100, 2 mM EDTA, 20 mM Tris–HCl pH 8.1, 500 mM NaCl, 1% sodium deoxycholate), wash buffer 3 (0.25 M LiCl, 1% NP-40, 1% sodium deoxycholate, 1 mM EDTA, 10 mM Tris–HCl pH 8.1), and twice with TE 1× buffer (10 mM Tris–HCl pH 8.0, 1 mM EDTA). The complexes were eluted twice from the beads with elution buffer (1% SDS in TE 1× buffer) by incubating 10 min at 65 °C. The eluates and the inputs were incubated overnight at 65 °C for de-crosslinking and treated with Proteinase K for 1 h at 37 °C. Chipped DNA was purified with phenol: chloroform extraction followed by ethanol precipitation and resuspended in Milli-Q water. The sequencing was performed with the Illumina HiSeq2000 system (Illumina) with 75 bp paired-end reads at the Genomic Unit of CABIMER (Sevilla, Spain). ChIP-seq reads for each condition were independently aligned against the MGSCv37/mm9 mouse reference genome using the align function from the Bioconductor Rsubread package (v1.28.1) with type = 1, TH1 = 2 and unique = TRUE parameters. Then a differential binding analysis was performed to identify Lamin Associated Domains (LADs) using the csaw (v1.12.0) and edgeR (v3.20.9) packages. Briefly, aligned reads were counted in bins of 25 kb along the genome using the windowCounts function and read coverage of each bin was normalized to library size using calcNormFactors. To perform differential binding analysis for each window using input as the control, a sequential number of functions were used: estimateDisp, glmFit and glmLRT. Finally, enriched windows were merged as they were overlapping or adjacent using the mergeWindows function.

### 4.14. RNA Immunoprecipitation

RNA immunoprecipitation was performed after the formaldehyde crosslinking of cells. Cells were resuspended in the RIPA buffer and incubated for 30 min at 4 °C and next homogenized by sonication (Digenode’s Bioruptor, 10 min, high power setting, 15 s on/30 s off). Precleared extracts were incubated overnight with either antibody anti-Lamin A/C, anti-γ-Catenin, anti-ENO1, anti-ALDOA, anti-GAPDH or IgG (Sigma). Complexes were captured using Protein-A Dynabeads, washed four times for 5 min at 4 °C with RIPA buffer and resuspended in Tris-HCl pH 7.0, 5 mM EDTA, 10 mM DTT and 1% SDS and next incubated at 70 °C for 45 min to reverse the crosslinks. RNA was extracted using TRIzol (Invitrogen) according to the manufacturer’s protocol, reversed transcribed and subjected to PCR.

### 4.15. CHIRP

Chromatin isolation by RNA purification (ChIRP) was essentially performed as described [43]. Anti-sense oligo probes were designed at http://singlemoleculefish.com (accesssed on 4 August 2022) (Table S7). Two negative controls were used in this assay: *LacZ* antisense DNA probes were used in control cells, while *lnc-Nr6a1-1* probes were used in *Lnc-Nr6a1*-depleted cells. Input and purified DNA were sequenced using the Illumina NextSeq 500 system (Illumina) with 75 bp paired-end reads at the Genomic Unit of CABIMER (Sevilla, Spain). ChIRP-seq reads for each condition were independently aligned against the MGSCv37/mm9 mouse reference genome using the align function from the Bioconductor Rsubread package (v1.28.1) with type = 1, TH1 = 2 and unique = TRUE parameters. Peak calling was performed using macs2 callpeak (v2.1.2) using input as the control data and 2620345972 bp as the effective genome size. Then, peaks were filtered using −log10(FDR) ≥ 10 criteria and those peaks that overlap with the blacklisted region of the genome were removed using bedtools subtract.

### 4.16. CRISPR-SAM-Mediated Activation of Lnc-Nr6a1

CRISPR activation of the *Lnc-Nr6a1* expression was achieved by the Synergistic Activation Mediator (SAM) using the three-vector system from Addgene (Addgene, Watertown, MA, USA): lenti dCAS-VP64 (Addgene plasmid #61425), lenti MS2-P65-HSF1 v2 (Addgene plasmid #89308) and lenti MS2-sgRNA (Addgene plasmid #61427) (Addgene. NMuMG cells were infected with dCAS-VP64 and MS2-P65-HSF1 lentiviruses and selected for 7 days with blasticidin (5 µg /mL) and hygromycin (200 µg/mL). Gene-specific sgRNA targets were designed using online tools provided by IDT (Integrated DNA Technologies) and CRISPOR (http://crispor.org, accessed on 4 August 2022). Guides (Table S7) were designed within –300/+100 bp of the transcription start site (TSS) of the *Lnc-Nr6a1* gene, with most guides within the proximal promoter (∼190 bp of the TSS), and they were cloned into the lenti sgRNA(MS2) plasmid. Cells were infected with lenti sgRNA(MS2) lentiviruses expressing *Lnc-Nr6a1*-targeting sgRNA and selected with 400 µg/mL zeocin. The expression of *lnc-Nr6a1* isoforms and miR-181a2 and miR-181b2 was then quantified with qRT-PCR.

### 4.17. CRISPR/Cas9-Mediated Deletion of Lnc-Nr6a1

The Alt-R CRISPR-Cas9 System (IDT) [44] was used to generate *Lnc-Nr6a1*-depleted NMuMG cells, according to the manufacturer’s protocol. Upstream and downstream guides were designed within −600/−500 bp and +1000/+1100, respectively, of the TSS. Guide sequences are shown in Table S7. Successfully transfected cells were sorted by fluorescent-activated cell sorting (FACS) and individually distributed into 96-well plates. After 10–14 days, cells in each well were resuspended in 200 µL of media and 100 µL were plated into two separate 96-well flat-bottom plates. One of them was kept to allow clones to grow and the other one to screen each clone for deletion. Genomic DNA was isolated using the Purelink Genomic DNA Kit (Invitrogen) according to the manufacturer’s protocol. Deletions were analyzed by PCR and deletions amplicons were sequenced to identify the precise deletion. RNA was isolated from monoallelic and biallelic deletion clones and analyzed by RT-qPCR to quantify the *Lnc-Nr6a1* expression.

### 4.18. iDRIP

Experiments were performed as previously described [45]. Briefly, cells were crosslinked with 0.4 Jcm^−2^ of UV_254nm_ in cold PBS, harvested by scraping and pelleted. Crosslinked cells were resuspended in DNase I digestion buffer containing 50 mM Tris pH 7.5, 0.5% NP-40, 0.1% sodium lauroyl sarcosine, protease inhibitors, RNasin, 10 mM vanadil ribonucleoside and 600 U Turbo DNAse and incubated at 37 °C for 15 min with rotation. Next, lysates were further supplied to the final concentrations of 1% sodium lauroyl sarcosine, 0.1% sodium deoxycholate, 0.5 M lithium chloride, 25 mM EDTA and 25 mM EGTA and incubated at 37 °C for 5 min. The lysates were spun at 2500 rpm 10 min and the supernatans were collected. The pellets were resuspended in lysis buffer containing 50 mM Tris pH 7.5, 0.5 M lithium chloride, 1% NP-40, 1% sodium lauroyl sarcosine, 0.1% sodium deoxycholate 20 mM EDTA and 20 mM EGTA, incubated on ice for 10 min, heated to 65 °C for 5 min, and spun at room temperature; and the supernatant combined with the previous supernatants. The combined supernatants were pre-cleared by incubation with the washed MyOne streptavidin C1 magnetic beads (ThermoFisher) at room temperature for 30 min with rotation. The Streptavidin beads were then magnetically separated from the lysate samples using a Dynamag magnet (Life Technologies). Capture 3′biotin-TEG oligonucleotides and beads were mixed and incubated in 2× binding buffer containing 10 mM Tris-HCl pH 7.5, 1 mM EDTA and 2 M NaCl at room temperature for 20 min, washed with 1× binding buffer and then resuspended in lysis buffer. Pre-cleared lysates and oligonucleotides-conjugated beads were preheated to 65 °C for 5 min, mixed and incubated at 65 °C for another 15 min in the hybridization oven, followed by slowly reducing the temperature at 37 °C and 1 h incubation. Beads with captured hybrids were washed three times at 37 °C in wash buffer1 containing 50 mM Tris, pH 7.5, 0.3 M LiCl, 1% SDS, 0.5% NP-40, 1 mM DTT and protease inhibitors, followed by treatment at 37 °C for 10 min with 20 U of Turbo DNase I in DNase digestion buffer supplemented in 0.3 M LiCl, protease inhibitors and RNasin. After washing two more times at 37 °C with wash buffer1, the lysates were further washed at 37 °C for 5 min in wash buffer2 containing 1% SDS, 1 mM DTT, 5 mM EDTA, 150 mM NaCl and 1 mM PMSF. The proteins were eluted at 70 °C for 5 min in elution buffer containing 10 mM Tris, pH 7.5 and 1 mM EDTA. The eluted proteins eluted were lyophilized and stored at −20 °C until processing for mass spectrometry. As the negative control, *LacZ* (non-mammalian) capture probes were used. The Sequences of oligonucleotides are listed on Table S7.

### 4.19. Protein Identification Using Mass Spectrometry

Proteins were in-gel digested as described [46]. Briefly, the eluted and dried-down proteins from the iDRIP experiment were subjected to SDS-PAGE gel and the whole proteome band upon entering the resolving gel was subjected to trypsin disgestion. The resulting peptides were analyzed by nanoliquid chromatography coupled to mass spectrometry, using a Q-Exactive HF mass spectrometer (ThermoFisher), for protein identification and quantification by spectral counting [47]. Peptide identification from MS/MS data was performed using the probability ratio method [48]. False discovery rates (FDR) of peptide identifications were calculated using the refined method [49,50]; 1% FDR was used as criterion for peptide identification.

### 4.20. Adhesion Assays

Matrix adhesion assays were performed as described previously [51]. Briefly, 12-well plates were blocked with 1% bovine serum albumin for 1 h at 37 °C. NMuMG cells (3 × 10^5^) were added to the wells and then incubated for 1, 4, 6 and 8 h at 37 °C. After three washings with PBS, the attached cells were fixed and stained with crystal violet. After extensive washing with PBS, bound dye was solubilized with 1% SDS, and the absorbance was read at a wavelength of 590 nm. Cell–cell adhesion assays were performed by resuspending NMuMG cells in serum-free medium and incubated with 5 μm calcein-AM dye for 30 min at 37 °C. After incubation, non-incorporated calcein-AM was removed by three washes with serum-free medium. 4 c10^4^ calcein-AM-labeled cells were added to a confluent monolayer of unstained NMuMG cells grown in a 96-well plate. After 2 h incubation at 37 °C, unbound calcein-AM-labeled cells were removed by washing with PBS. Adherent cells were dissociated from the culture plates and resuspended in PBS, and flow cytometry-based quantification of cells were carried out by FACS analysis. All adhesion experiments were done in triplicate and repeated at least three times.

### 4.21. Anoikis Induction and Flow Cytometry

Anoikis was assayed by plating cells on polyHEMA-coated plates. A solution of 120 mg mL^−1^ polyHEMA (Sigma) in 100% ethanol was made and diluted 1:10 in 95% ethanol; 0.95 µL mm^−2^ of this solution was overlaid onto 35-mm wells and left to dry in a heated dryer system for 12 h. Before use, wells were washed twice with PBS and once with DMEM. In all, 3.5 × 10^5^ cells of each line, suspended in 2 mL DMEM containing methylcellulose 1% were incubated in the polyHEMA-coated wells for 18–24 h in a humidified (37 °C, 5% CO_2_) incubator. Cells were harvested and resuspended in 0.3 mL of PBS. Cells were fixed with ice-cold ethanol (70% final concentration), resuspended in 300 µL solution of 50 μg/mL propidium iodide and 250 μg/mL DNase-free RNase in PBS, and incubated for 30 min at 37 °C. For flow cytometric analysis, at least 10,000 cells were evaluated using a FACSCalibur™ cytometer. Cell-cycle distribution and Sub-G_1_ fraction were determined and quantified using the CellQuest-Pro software.

### 4.22. Seahorse Assay

XFe24 Extracellular Flux Analyzer (Agilent, Santa Clara, CA, USA) was used to determine glycolysis metabolism. Cells were plated in 24-well (1.5 × 10^4^ cells/well) Seahorse Assay plates, grown in Dulbecco’s modified Eagle’s medium containing 10% fetal bovine serum, L-glutamine, antibiotics and insulin (10 µg/mL) and incubated overnight at 37 °C in a 5% CO_2_ humidified, 95% air incubator. The sensor cartridge was hydrated adding 500 µL of XF Calibrant Solution (Agilent) at 37 °C in a CO_2_-free incubator overnight. GlycoPER was determined using the Agilent Seahorse XF Glycolytic Rate Assay Kit (Agilent, Cat No: 1033344). Data were analyzed by software Seahorse XFe (Agilent). All measurements were normalized with total protein concentration on each well. Each assay was run with 6 replicates per each condition.

### 4.23. Analysis of Tumor Data Sets

Data on co-expression analysis for *miR181A2HG* (human *Lnc-Nr6a1*) and *hsa-miR181a2-3p* levels from 9 tumor types (4179 samples) were obtained from the TCGA project via the Genomic Data Commons Data Portal. Nomenclature, cancer full name and sample number are shown in Figure S5. GEPIA data were used to obtain *miR181A2HG* (human *Lnc-Nr6a1*) expression profiles of 18 types of human cancer and the corresponding adjacent normal tissues.

### 4.24. Statistical Analysis

Data were analyzed by one-way ANOVA and Student’s *t*-test comparison, using GraphPad Prism 5 (Graphpad Software, La Jolla, CA, USA). Significant *p*-values are indicated with asterisks as follows: * *p* < 0.05, ** *p* < 0.01, and *** *p* < 0.001. The probabilities of overlapping genes were calculated using the hypergeometric distribution using the Keisan Online Calculator (http//keisan.casio.com/exec/system/1180573201, accessed on 4 August 2022).

## Figures and Tables

**Figure 1:**
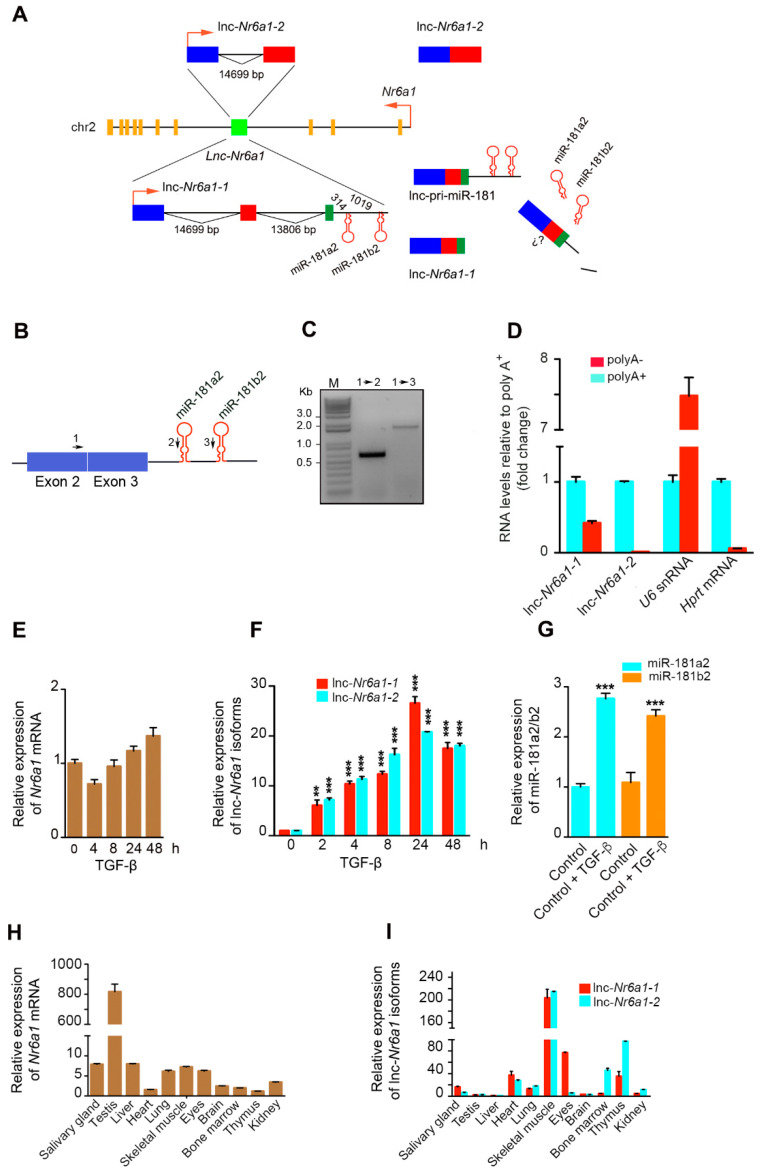
Genomic context and expression profiles of *Lnc-Nr6a1* and *Nr6a1* genes. (**A**) Schematic illustration of the genomic location and transcript structure of the *Lnc-Nr6a1* gene embedded within the third intron of the *Nr6a1* gene. The annotated nascent and processed transcripts of *Lnc-Nr6a1* (*lnc-Nr6a1-1* and *lnc-Nr6a1-2*) and lnc-pri-miR-181a2/b2 are shown. The red arrows indicate the transcription orientation. (**B**) Schematic representation of spliced lnc-pri-miR-181a2/b2 transcript and (**C**) electrophoretic gel showing PCR products generated with a forward primer located in exon2 and reverse primers located in miR-181a2 and mir181b2, respectively. (**D**) Rate of poly(A**^−^**) RNA relative to poly(A**^+^**) RNA for the indicated transcripts, quantified by RT-qPCR. (**E**) Relative levels of *Nr6a1* mRNA in cells treated with TGF-β at the indicated times. Experiments were performed in triplicate samples and error bars represent S.D. (**F**) Relative levels of *lnc-Nr6a1* isoforms in cells treated with TGF-β at the indicated times. (**G**) Expression of miR-181a2/b2 in cells treated with TGF-β for 24 h. Experiments were repeated twice in triplicate samples; error bars represent S.D. (**H**,**I**) relative expression of *Nr6a1* mRNA and *lnc-Nr6a1* isoforms, respectively, in a broad range of adult mouse tissues. Results are presented relative to a fixed reference sample (thymus and liver in (**H**,**I**), respectively). Experiments were performed in triplicate samples; error bars represent S.D. *** *p* < 0.001, ** *p* < 0.01 by two-tailed Student’s *t*-test.

**Figure 2:**
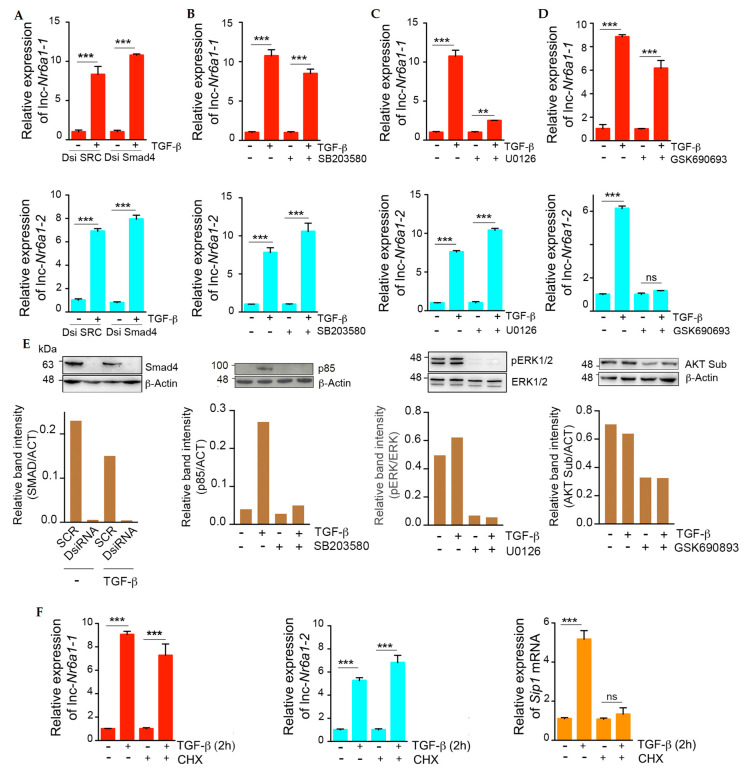
Signaling pathways involved in *lnc-Nr6a1* isoforms upregulation by TGF-β. (**A**) NMuMG cells were transfected with DsiRNAs against Smad4 (DsiSmad4) or scramble DsiRNA (SRC) and treated with TGF-β for 2 h. Levels of *lnc-Nr6a1-1* (top) and *lnc-Nr6a1-2* (bottom) were measured by RT-qPCR analysis. Experiments were performed in triplicate samples; error bars represent S.D. (**B**) Effect of p38 kinase inhibitor, SB203580, on *lnc-Nr6a1* isoforms upregulation. Cells were pre-treated with 10 µM inhibitor for 1 h and next treated with TGF-β for 2 h where indicated. Levels of *lnc-Nr6a1-1* (top) and *lnc-Nr6a1-2* (bottom) were measured by RT-qPCR analysis. Experiments were performed in triplicate samples; error bars represent S.D. (**C**,**D**). Effect of MAP kinase inhibitor U0126 and AKT inhibitor GSK690693, respectively, on *lnc-Nr6a1* isoforms upregulation. NMuMG cells were pre-treated with 10 µM inhibitor for 1 h prior to addition of TGF-β for 2 h where indicated. Levels of *lnc-Nr6a1-1* (top) and *lnc-Nr6a1-2* (bottom) were measured by RT-qPCR analysis. Experiments were performed in triplicate samples; error bars represent S.D. (**E**) Representative immunoblot (top) and densitometry analysis (bottom) for SMAD4, p38 kinase (phosphorylated p85 ribosomal kinase, p85), MAP kinase (phosphorylated ERK1/2, pERK1/2) and AKT kinase (AKT phosphorylated substrate, AKT Sub) are shown. β-actin was used for protein-loading normalization in SMAD4, p38 kinase and AKT kinase immunoblots. Total ERK1/2 were used as the protein-loading control in the ERK1/2 immunoblot. (**F**) Requirement of de novo protein synthesis for *lnc-Nr6a1* isoforms upregulation by TGF-β. NMuMG cells pre-treated with 5 µM of cycloheximide (CHX) for 1 h were stimulated with TGF-β for 2 or 24 h. Expression levels of *lnc-Nr6a1* isoforms and SIP1 were measured by RT-qPCR analysis. Experiments were performed in triplicate samples; error bars represent S.D. *** *p* < 0.001, ** *p* < 0.01, ns, not significant by two-tailed Student’s *t*-test.

**Figure 3:**
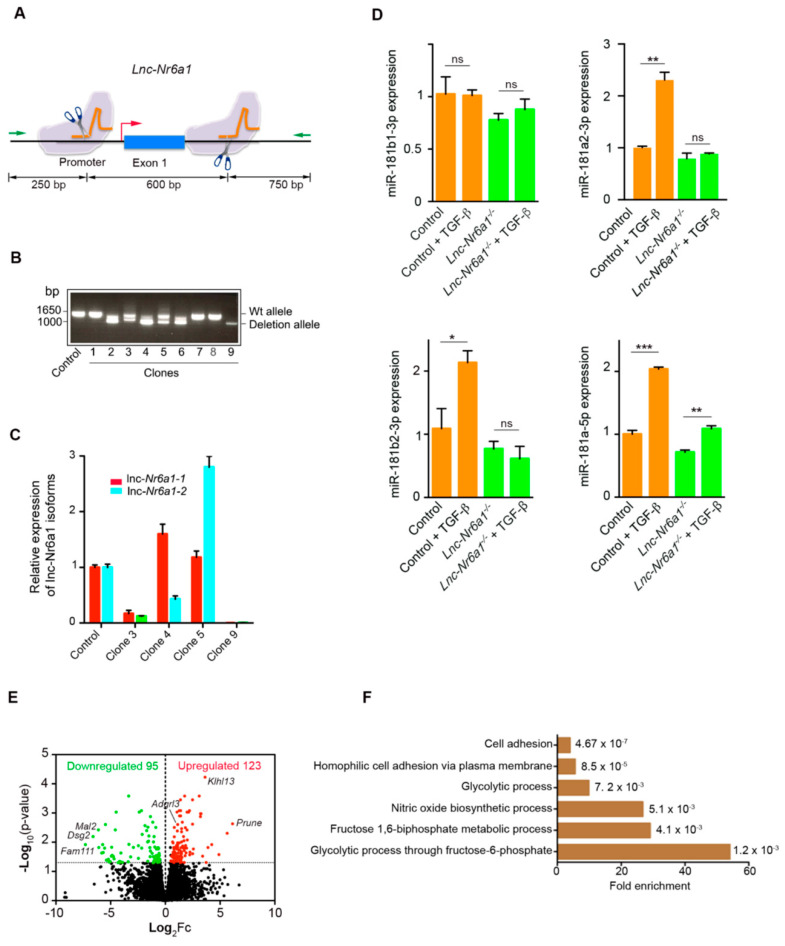
Deletion of a *Lnc-Nr6a1* fragment in NMuMG cells and expression profile. (**A**) Scheme showing the 600 bp deleted fragment of *Lnc-Nr6a1* deletion in NMuMG cells using CRISPR-Cas9 technology. Sites of cleavage by Cas9 in the promoter and first exon regions are indicated; primers (green arrows) for clones analysis are shown (**B**) Representative gel identifying non-deletion (control, clones 1, 7 and 8) monoallelic (clone 2, 3, 4, 5 and 6) and biallelic clones (clone 9). (**C**) Expression levels of *lnc-Nr6a1* isoforms in different clones were measured by RT-qPCR analysis. (**D**) Expression of miR-181a/b species in control and *Lnc-Nr6a1*-depleted cells after 24 h of TGF-β treatment or untreated. Experiments were repeated twice in triplicate samples; error bars represent S.D. *** *p* < 0.001, ** *p* < 0.01, * *p* < 0.05, ns, not significant by two-tailed Student’s *t*-test. Y-axis of last panel (down right) is labeled 181a-5p because the isoforms miR-181a1-5p and miR-181a2-5p are identical. (**E**) Volcano plot for differentially expressed genes in *Lnc-Nr6a1*-depleted cells versus control cells. Genes upregulated with more than a 1.5-fold change with a *p*-value < 0.05 are depicted in red boxes and those downregulated with identical fold change and *p*-value are in green boxes. (**F**) Gene ontology enrichment analysis of downregulated genes in *Lnc-Nr6a1*-depleted cells.

**Figure 4:**
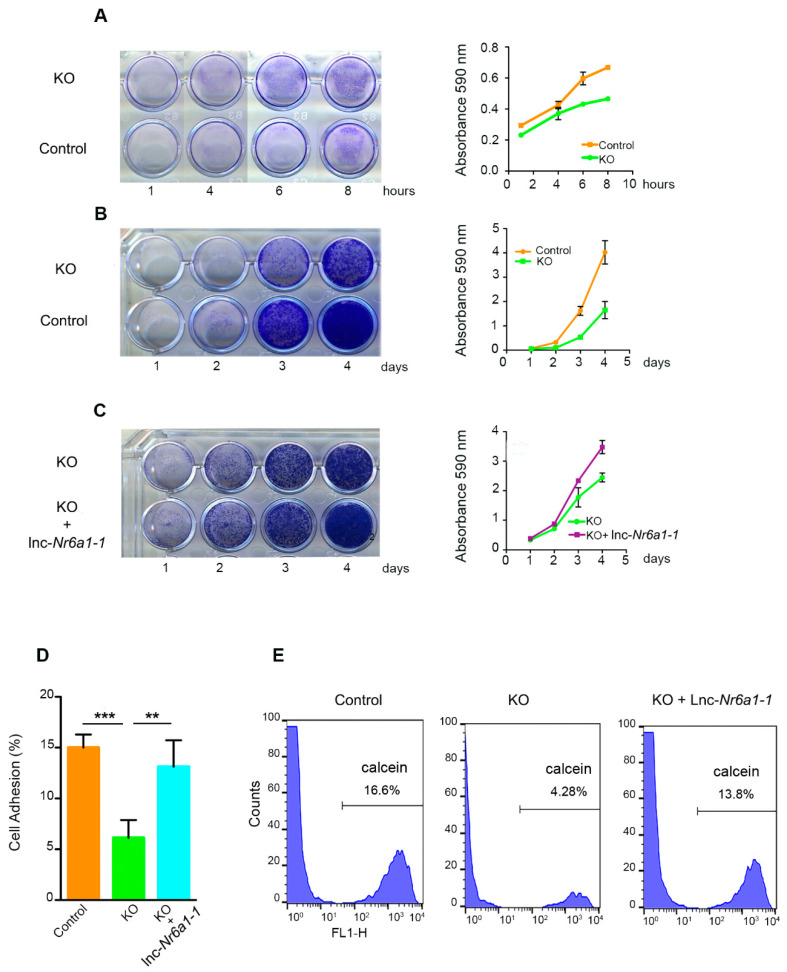
*Lnc-Nr6a1* depletion affects cell adhesion. Scanned 60-mm Petri dishes with fixed colonies subjected to crystal violet staining assays, (**A**,**B**) control cells and *Lnc-Nr6a1*-depleted cells, (**C**) *Lnc-Nr6a1*-depleted cells and *Lnc-Nr6a1*-depleted cells overexpressing *lnc-Nr6a1-1* isoform. Cells were plated on dishes and incubated for indicated times. Stained adherent cells were solubilized with 1% SDS at room temperature for 30 min and quantified at OD 590 nm. Experiments were performed in triplicate, and data are expressed as the mean ± S.D. from three independent experiments. (**D**,**E**) Flow cytometric analysis of control, *Lnc-Nr6a1*-depleted and *Lnc-Nr6a1*-depleted cells, overexpressing *lnc-Nr6a1-1* calcein-labeled cells. Labeled cells were added to a confluent monolayer of unstained NMuMG cells incubated for 2 h and adherent cells quantified by flow cytometry analysis. The bar graph shows mean ± S.D. of six independent experiments, *** *p* < 0.001, ** *p* < 0.01 via two-tailed Student’s *t*-test.

**Figure 5:**
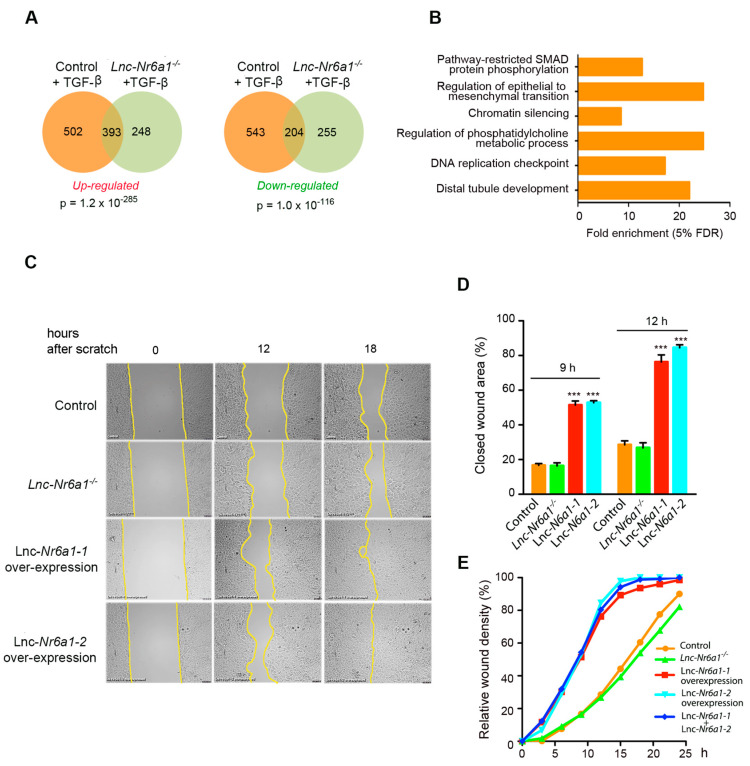
*Lnc-Nr6a1* depletion affects gene expression changes by TGF-β. (**A**) Venn diagrams showing the intersection of upregulated (left panel) and downregulated genes (right panel) in control and *Lnc-Nr6a1*-depleted cells treated with TGF-β for 2 h. Probability of overlapping based on hypergeometric distribution is provided. (**B**) Significant Gene Ontology annotation enrichments of genes affected by TGF-β treatment independently of the presence or absence of *Lnc-Nr6a1*. (**C**) Migration of control, *Lnc-Nr6a1*-depleted, *lnc-Nr6a1-1*-upregulated and *lnc-Nr6a1-2*-upregulated NMuMG cells were tested in wound-healing assays. Cells were imaged at 10 min intervals for 26 h. Frames of the movie at 12 and 18 h are shown. (**D**) Percentage of surface covered using frames at 9 and 12 h. Experiments were performed in triplicate samples. Values represent the percentage of wound closures. *p*-values are indicated for comparison. Error bars represent S.D. *** *p* < 0.001. (**E**) A representative wound-density quantification of the time-lapse video frames from different cells using Wimasis image analysis.

**Figure 6:**
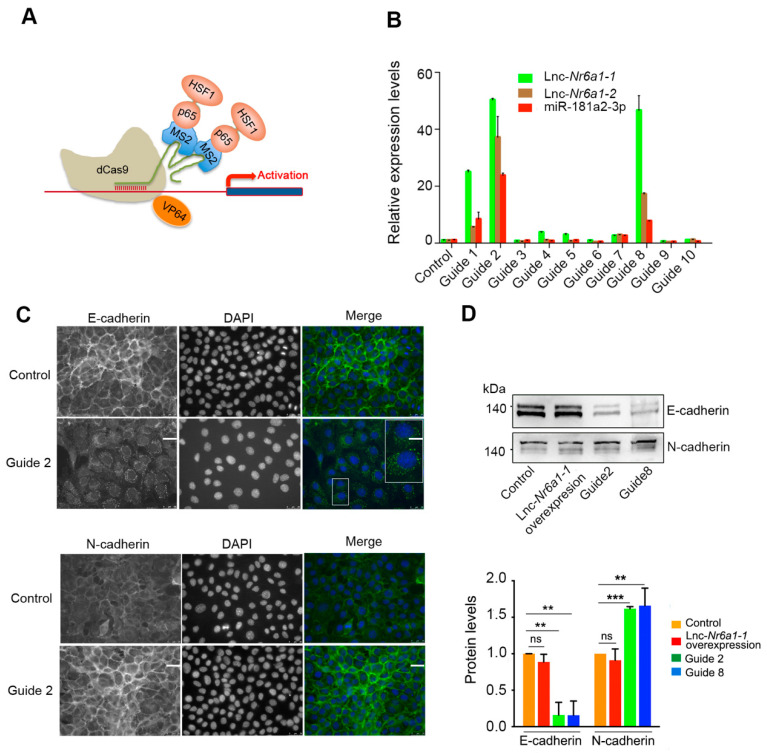

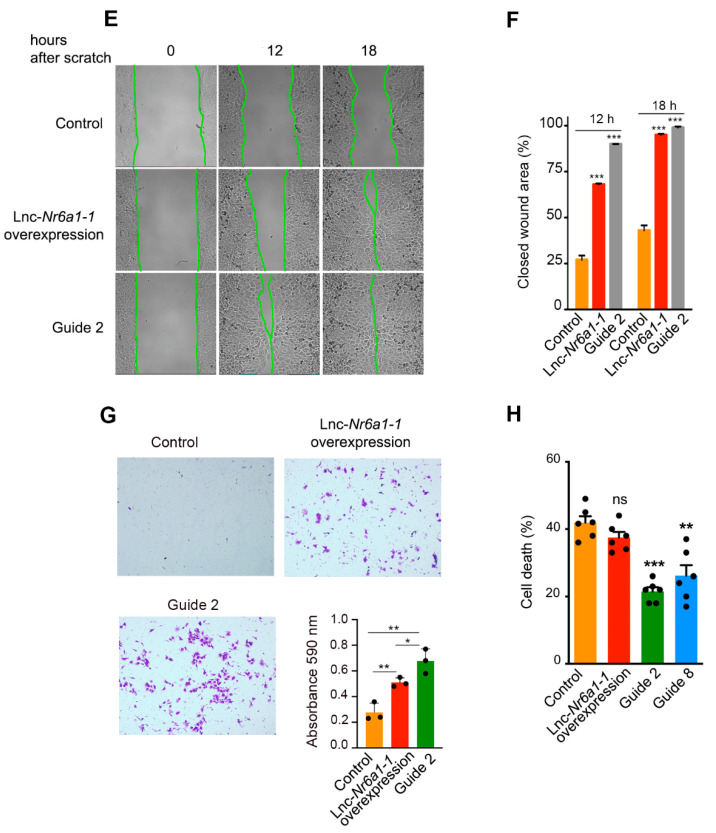
Over-expression of *Lnc-Nr6a1*. (**A**) Diagram of CRISPR SAM-CRISPR/Cas9 activation system. Nuclease-dead Cas9 (dCas9), fused to the transcriptional activator VP64, complexes with the CRISPR guide RNA. MS2 bacteriophage coat protein is fused to the p65 subunit of NF-kappaB and the activation domain of human heat-shock factor 1 (HSF1). MS2 coactivator proteins bind to MS2 RNA aptamer in the gRNA and with VP64 synergistically activate gene expression. (**B**) Expression levels of *lnc-Nr6a1* isoforms and miR-181a2-3p in cells lines with different sgRNAs (within the region from −285 to +105bp, distance to TSS). *Hprt* and miR-425-5p genes were used to normalize expression of *lnc-Nr6a1* isoforms and mR-181a2/b2, respectively. (**C**) Representative image from immunofluorescence staining of changes in the expression of marker proteins. Cells were stained with antibodies against the epithelial marker E-cadherin, mesenchymal marker N-cadherin and 4,6-diamidino-2-phenylindole to visualize nuclei. Scale bar, 25 µM. (**D**) Representative immunoblotting of E-cadherin and N-cadherin in control, *lnc-Nr6a1-1*-upregulated and *Lnc-Nr6a1*-upregulated cells (guide 2 and guide 8). Quantification of E-cadherin and N-cadherin in three independent experiments is shown in panel 6D (down). Error bars represent S.D. *** *p* < 0.001, ** *p* < 0.01, ns, not significant by two-tailed Student’s *t*-test. Protein-loading normalization was performed by measuring total protein directly on the membrane using the criterion stain-free gel imaging system. (**E**) The migratory capacity of the control *lnc-Nr6a1-1*- and *Lnc-Nr6a1*-upregulated cells were tested in wounding-healing assays. Cells were imaged at 10 min intervals for 24 h. The frames of the movie at 12 and 18 h are shown. (**F**) The frames at 12 and 18 h were used to estimate the percentage of surface covered by the cells. Experiments were performed in triplicate samples. Values represent the percentage of wound closure. Error bars represent S.D. *p*-values for comparisons are indicated. *** *p* < 0.001 by two-tailed Student’s *t*-test. (**G**) Representative images of invasion of the control *lnc-Nr6a1-1*- and *Lnc-Nr6a1*-upregulated (guide 2) cells analyzed in Transwell invasion assays. After 24 h, cells were fixed and stained with crystal violet. Invasive cells were solubilized with 1% SDS at room temperature for 30 min and quantified at OD 590 nm. Histograms (panel 6G, down right) represent the mean ± S.D. from three independent experiments. ** *p* < 0.01, * *p* < 0.05 by two-tailed Student’s *t*-test. (**H**) Control, *lnc-Nr6a1-1*- and *Lnc*-*Nr6a1*-upregulated (guide 2 and guide 8) cells were detached and suspended on poly-HEMA coated plates for 18 h in presence of 0.5% methylcellulose. Percentage of sub-G1 cells was determined by flow cytometry. Results are shown as the averages ± standard errors of the means from six independent experiments and were analyzed by one-way ANOVA, followed by the Bonferroni post-test for significance versus control cells. *** *p* < 0.001, ** *p* < 0.01, ns not significant.

**Figure 7:**
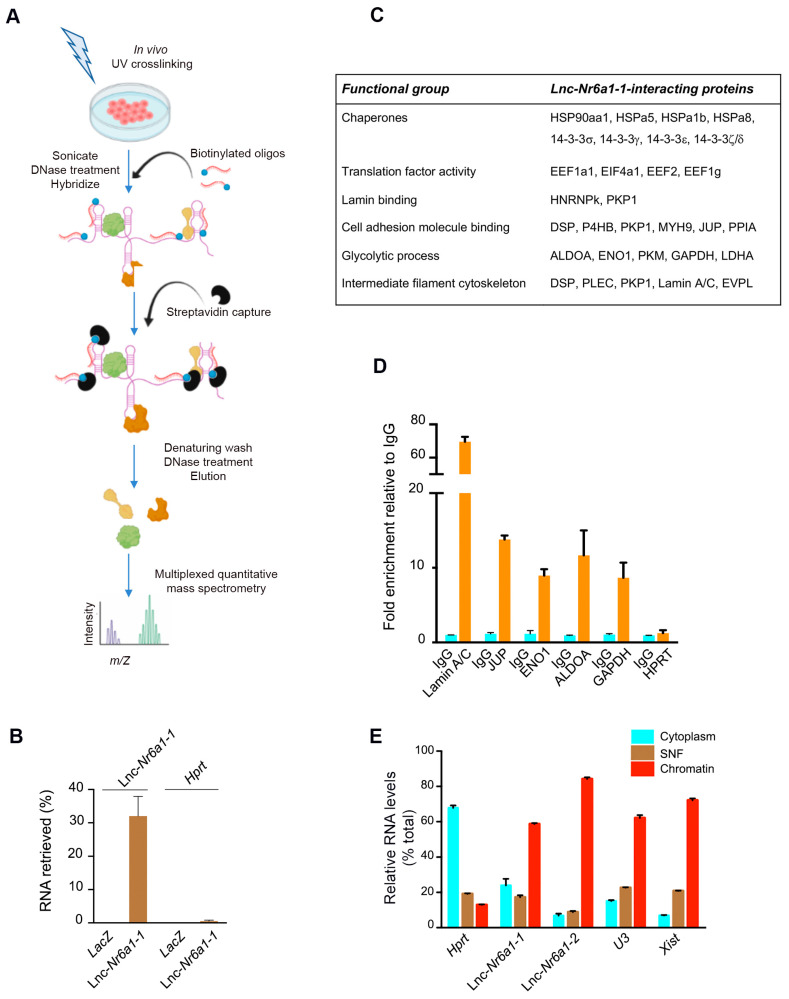
iDRIP-MS reveals direct *lnc-Nr6a1-1*-interacting proteins. (**A**) A schematic overview of the iDRIP-MS method. (**B**) Retrieval of RNA by iDRIP using *lnc-Nr6a1-1* and *LacZ* probes measured by RT-qPCR. Efficiency of *lnc-Nr6a1-1* pulldown was determined by comparing to a standard curve generated using serial dilutions of input. Error bars S.D. (**C**) Selected *lnc-Nr6a1-1*-interacting proteins identified by iDRIP are grouped into functional classes. (**D**) Physical association of *lnc-Nr6a1-1* with Lamin A/C, g-catenin (Plakoglobin), ENO1, ALDOA and GAPDH was confirmed by RNA immunoprecipitation (RIP). ENO1, enolase; ALDOA, aldolase; GAPDH, glyceraldehyde 3-phophatedeshydrogenase. The results are the median of three technical replicates; error bars represent S.D. (**E**) Subcellular localization of *lnc-Nr6a1* isoforms. Expression of *Hprt*, *lnc-Nr6a1-1*, *lnc-Nr6a1-2*, *U3* and *Xist* in cytoplasmic, nuclear soluble and nuclear insoluble fractions of NMuMG cells. The graph is an average of three technical replicates; error bars represent S.D.

**Figure 8:**
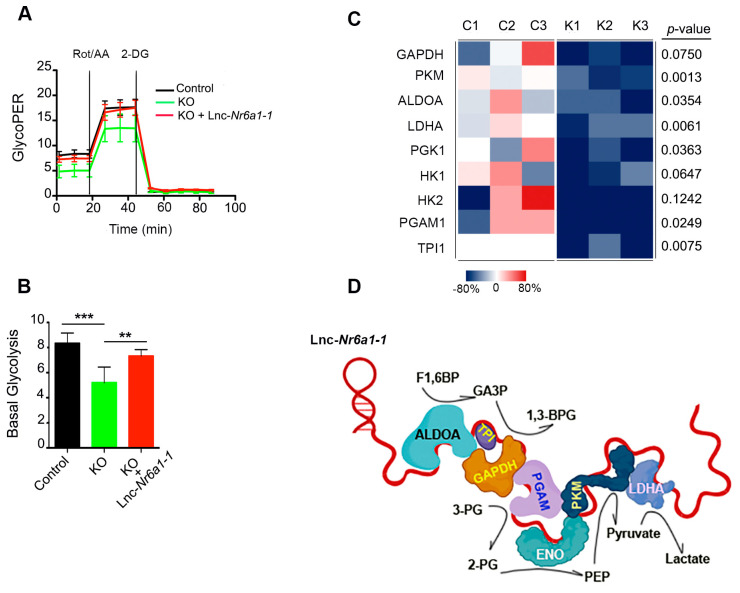
Defective glycolysis in *Lnc-Nr6a1*-depleted cells. (**A**) Proton Efflux Rate derived from glycolysis (glycoPER) of the control, *Lnc-Nr6a1*-depleted cells and *Lnc-Nr6a1*-depleted cells overexpressing the *lnc-Nr6a1-1* isoform. Rot/AA Rotenone/antimycin, 2-DG 2-Deoxy-D-glucose. (**B**) Plots of glycoPER quantification corrected using total µg of protein. GlycoPER is expressed as pmol/min/µg protein. Data from five independent experiments are presented as mean ± S.D. *** *p* < 0.001, ** *p* < 0.01 by two-tailed Student’s *t*-test. (**C**) Enrichment of glycolytic enzymes after immunoprecipitation with enolase-1. The percent change with respect to the average spectral count for the corresponding control group is indicated. A two-group, two-tailed Student’s *t*-test was used to determine the statistical significance of differences between the control (C_1–3_) and *Lnc-Nr6a1*-depleted cell (K_1–3_) samples. GAPDH, glyceraldehyde 3-phophatedeshydrogenase; PKM, pyruvate kinase; ALDOA, aldolase; LDHA, lactate dehydrogenase; PGK, phosphoglycerate kinase; HK, hexokinase; PGAM, phosphoglycerate mutase; TPI, triosephosphate isomerase (**D**) A proposed model for the role of *lnc-Nr6a1-1* as a scaffold molecule involved in the formation of a glycolytic complex. F1,6BP, fructose-1,6-biphosphate; GA3P, 3-phosphoglycerate; 1,3BPG, 1,3-bisphosphoglycerate; 3-PG, 3-phosphoglycerate; 2-PG, 2-phosphoglycerate; PEP, phosphoenolpyruvate.

## Data Availability

NGS data have been deposited to Gene Expression Omnibus (GEO) under the accession number GSE207917. GSE207915 and GSE207916 correspond to accession numbers of ChIP-seq data and RNA-seq data, respectively. (These data can be accessed through the link https://www.ncbi.nlm.nih.gov/geo/query/acc.cgi?acc=GSE207917 (accessed on 4 August 2022) with the Reviewers Token: ojkxyiayxbudbsz).

## Supplementary Materials

The following supporting information can be downloaded at: https://www.mdpi.com/article/10.3390/ncrna8050062/s1, Figure S1: Mapped 3′ and 5′ ends of lnc-pri-miR-181a2/b2; Figure S2: 3′-end mapping and *lnc-Nr6a1* sequences; Figure S3: Coding capacity of *lnc-Nr6a1;* Figure S4: *Lnc-Nr6a1* human orthologue; Figure S5: Screenshot of H3K4me3, H3K27ac, ATAC-seq and RNA-seq tracks at *Lnc-Nr6a1* genomic region and scatter plot of expression of miR-181a2-3p and its host gene *Lnc-Nr6a1* in human cancers; Figure S6: Validation by RT-qPCR of expression of genes in *Lnc-Nr6a1*-depleted cells; Figure S7: Cell cycle analysis and cell proliferation of *Lnc-Nr6a1*-depleted cells; Figure S8: Cell cycle analysis and cell proliferation of *lnc-Nr6a1-1*-overexpressing and *lnc-Nr6a1-2*-overexpressing cells; Figure S9: Proliferation and cell adhesion of cells over-expressing *Lnc-Nr6a1* gene; Figure S10: Lamin A/C-associated domains; Figure S11: Human *Lnc-Nr6a1* expression in tumors and normal tissues; Table S1: Transcriptomic analysis of *Lnc-Nr6a1*-depleted cells; Table S2: Gene Ontology enrichment analysis of downregulated genes in *Lnc-Nr6a1*-depleted cells; Table S3: Transcriptomic profile of NMuMG cells treated with TGF-β; Table S4: Transcriptomic profile of *Lnc-Nr6a1*-depleted NMuMG cells treated with TGF-β; Table S5: The *lnc-Nr6a1-1* protein interactome; Table S6: Genes in LADS lost and LADS gain in *Lnc-Nr6a1*-depleted cells; Table S7: Peptide-spectrum match counting for enolase1 coimmunoprecipitation assay; Table S8: Primers and oligonucleotides related to experimental procedures; Video S1: Wound-healing assay; Video S2: Wound-healing assay.

# Supplementary material for: TGF-β-Upregulated Lnc-Nr6a1 Acts as a Reservoir of miR-181 and Mediates Assembly of a Glycolytic Complex
**Source:** Noncoding RNA. 2022 Sep 15;8(5):62. doi: 10.3390/ncrna8050062
**Supplement:** Supplementary file 1

## SUPPLEMENTARY DATA

Supplementary Figure S1. Mapped 3' and 5' ends of lnc-pri-miR-181a2/b2.

(A) Sequencing results of lnc-pri-miR-181a2/b2 3'RACE products amplified by poly(A) polymerase dependent method. On the left, sequencing of PCR products revealed the boundary between the adaptor primer and lnc-Nr6a1 sequences. On the right, schematic illustration showing location of used primers (black arrowheads) and 3' end cleavage sites based on sequence analysis (green arrows). (B) On the right, a representative image of PCR product from 5'-RACE procedure; on the left, sequencing of PCR product revealed the boundary between the adaptor primer and lnc-Nr6a1 sequence.

Supplementary Figure S2. 3'-end mapping and lnc-Nr6a1 sequences.

(A) and (B) Location of mapped 3'-end cleavage products are shown by green arrows on the lnc-pri-miR-181a2/b2. (C) lnc-Nr6a1-1 isoform cDNA sequence; exons 1, 2 and 3 are colored yellow, blue and gray respectively (D) lnc-pri-miR-181a2/b2 sequence; exons 1, 2 and 3 are colored yellow, blue and gray respectively and mir-181a2 and mi-181b2 in red.

Supplementary Figure S3.

Coding capacity of lnc-Nr6a1-1 and lnc-Nr6a1-2 as well as other known coding and noncoding RNAs was predicted by analysis with Coding Potential Calculator software and Coding Potential Assessment Tool.

Supplementary Figure S4. LNC-NR6A1 human orthologue.

(A) Schematic illustration of the genomic location and transcript structure of the LNC-NR6A1 human orthologue gene. (B) Expression of LNC-NR6A1 orthologue gene in MCF10A human breast epithelial cells and primary human omental mesothelial cells after 24 h of TGF- $\beta$  treatment. Error bars represent S.D. \*\*\* $P < 0.001$  by two-tailed Student's  $t$ -test.

Supplementary Figure S5

(A) Screenshot of H3K4me3, H3K27ac, ATAC-seq and RNA-seq tracks at lnc-Nr6a1 genomic region of NMuMG cells. Position of mir-181a2 and mir-181b2 are shown. (B) Scatter plot of expression of miR-181a2-3p and its host gene LNC-NR6A1 in human cancers. BLCA (Bladder Urothelial Carcinoma), BRCA (Breast invasive carcinoma), COAD (Colon adenocarcinoma), CESC (Cervical squamous cell carcinoma and endocervical adenocarcinoma), PADD (Pancreatic adenocarcinoma), OV (Ovarian serous cystadenocarcinoma), LIHC (Liver hepatocellular carcinoma), HNSC (Head and Neck squamous cell carcinoma) and THCA (Thyroid carcinoma).

Supplementary Figure S6.

Validation by RT-qPCR of expression of genes in lnc-Nr6a1-depleted cells compared to control cells. For each mRNA, results are presented relative to the average value of *Hprt* reference gene. Experiments were performed in triplicate samples. Error bars represent S.D. \*\*\* $P < 0.001$  by two-tailed Student's  $t$ -test.

Supplementary Figure S7. Cell cycle analysis and cell proliferation.

(A) Cell cycle profiles of control cells and lnc-Nr6a1-depleted cells. (B) Real-time monitoring of *in vitro* proliferation of lnc-Nr6a1-depleted cells and control cells using the exCELLigence system. The system measures electric impedance across interdigitated microelectrodes integrated on the bottom of tissue culture plates. Error bars represent S.D. (C) Rate of proliferation by analysing the slopes of the cell proliferation curves. Error bars represent S.D. ns, not significant by two-tailed Student's  $t$ -test.

Supplementary Figure S8. Cell cycle analysis and cell proliferation.

(A) Cell cycle profiles of control, lnc-Nr6a1-1-overexpressing and lnc-Nr6a1-2-overexpressing cells. (B) Real-time monitoring of *in vitro* proliferation of control, lnc-Nr6a1-1-over-expressed and lnc-Nr6a1-2-over-expressed cells using the exCELLigence system. Data are from three replicates. Error bars represent S.D. (C) Rate of proliferation by analysing the slopes of the cell proliferation curves. Error bars represent S.D. ns, not significant by two-tailed Student's  $t$ -test.

Supplementary Figure S9. Proliferation and cell adhesion.

(A) Real-time monitoring of *in vitro* proliferation of control cells and two independent clones (guide 2 and guide 8) over-expressing the lnc-Nr6a1 precursor using the exCELLigence system. Data are from three replicates. Error bars represent S.D. (B) Rate of proliferation by analysing the slopes of the cell proliferation curves. Error bars represent S.D. ns, not significant by two-tailed Student's  $t$ -test. (C) Substrate cell adhesion assay and (D) quantification of crystal violet staining at OD<sub>590</sub> nm of control and lnc-Nr6a1-1-overexpressing cells and clones of guide 2 and guide 8 over-expressing the lnc-Nr6a1 gene.

Supplementary Figure S10. Lamin A/C-associated domains.

(A) UCSC Genome Browser overview of lamin A/C ChIP-seq profiles in NMuMG control cells (red) and in *Lnc-Nr6a1*-depleted cells (red) and the corresponding identified LADs. From top to bottom: the complete chromosome 1 (mm9) and representative regions of chromosome 1, chromosome 16 and chromosome 11. (B) Gene ontology analysis of genes associated to LADs partially lost in *Lnc-Nr6a1*-depleted cells. (C) Venn diagrams showing the intersection of deregulated genes and LADs associated genes in *Lnc-Nr6a1*-depleted cells. Probability of overlapping based on hypergeometric distribution is provided.

Supplementary Figure S11. Human *LNC-Nr6A1* expression in tumors and normal tissues.

Expression levels of human *Lnc-Nr6a1* gene in different primary tumors versus the corresponding adjacent normal tissues. Expression data were downloaded from the GP1A2 dataset. ACC, adrenocortical carcinoma; BLCA, bladder urothelial carcinoma; CESC, cervical squamous cell carcinoma and endocervical adenocarcinoma; CHOL, cholangio carcinoma; COAD, colon adenocarcinoma; ESCA, esophageal carcinoma; GBM, glioblastoma multiforme; HNSC, head and neck squamous cell carcinoma; LAML, acute myeloid leukemia; LGG, brain lower grade glioma; PAAD, pancreatic adenocarcinoma; PCPG, pheochromocytoma and paraganglioma; SARC, sarcoma; STAD, stomach adenocarcinoma; THCA, thyroid carcinoma; THYM, thymoma; UCEC, uterine corpus endometrial carcinoma; UCS, uterine carcinosarcoma. In brackets are shown the number of primary tumor (T) and adjacent normal tissue (N) samples.

Table S1. Transcriptomic analysis of control and *Lnc-Nr6a1*-depleted NMuMG cells. List contains only genes whose expression (fold change > [1.5]) significantly changed ( $P\text{-adj} < 0.05$ ).

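Table S1 gives, for each gene, the raw and normalized counts of the untreated libraries, their means, and a log2 fold change that is positive where the gene is higher in control cells. Of its 217 genes as given, 213 were tested here, and all of these had the direction of the table. At the paper's thresholds, edgeR called 155 of them and 83 genes that are not in the table. As the table was made from the same libraries, this shows no stability. The table's raw counts are not those of the deposited counts, and the step between them is not stated. By the table's own chromosome column, 50 of the 94 genes it lists as lower in *Lnc-Nr6a1*-depleted cells are on chromosomes 3 and 7, a count of the paper's calls.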

Table S2. Gene Ontology enrichment analysis of downregulated genes in *Lnc-Nr6a1*-depleted cells.

Table S3. Transcriptomic profile of control NMuMG cells treated with TGF- $\beta$  for 2 hours.

Table S4. Transcriptomic profile of *Lnc-Nr6a1*-depleted NMuMG cells treated with TGF- $\beta$  for 2 hours.

Table S5. The *lnc-Nr6a1-1* protein interactome. Results of iDRiP-mass spectrometry analysis.

Table S6. Genes in LADS lost and LADS gain in *Lnc-Nr6a1*-depleted NMuMG cells

Table S7. Peptide-spectrum match counting for enolase1 coimmunoprecipitation assay

Table S8. Primers and oligonucleotides related to experimental procedures

Movie S1. Wound-healing assay. Time-lapse video microscopy of control, *Lnc-Nr6a1*-depleted, *lnc-Nr6a1-1* overexpressing and *lnc-Nr6a1-2* overexpressing NMuMG cells.

Movie S2. Wound-healing assay. Time-lapse video microscopy of control, *lnc-Nr6a1-1* overexpressing and *Lnc-Nr6a1* gene-upregulated (Guide 2) NMuMG cells.

**A**

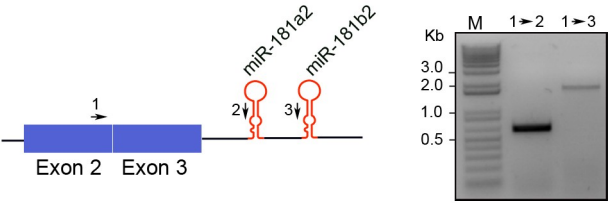

**B**

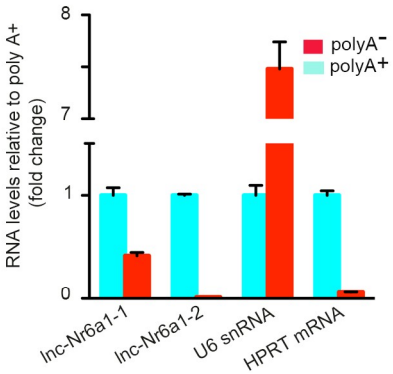

**C**

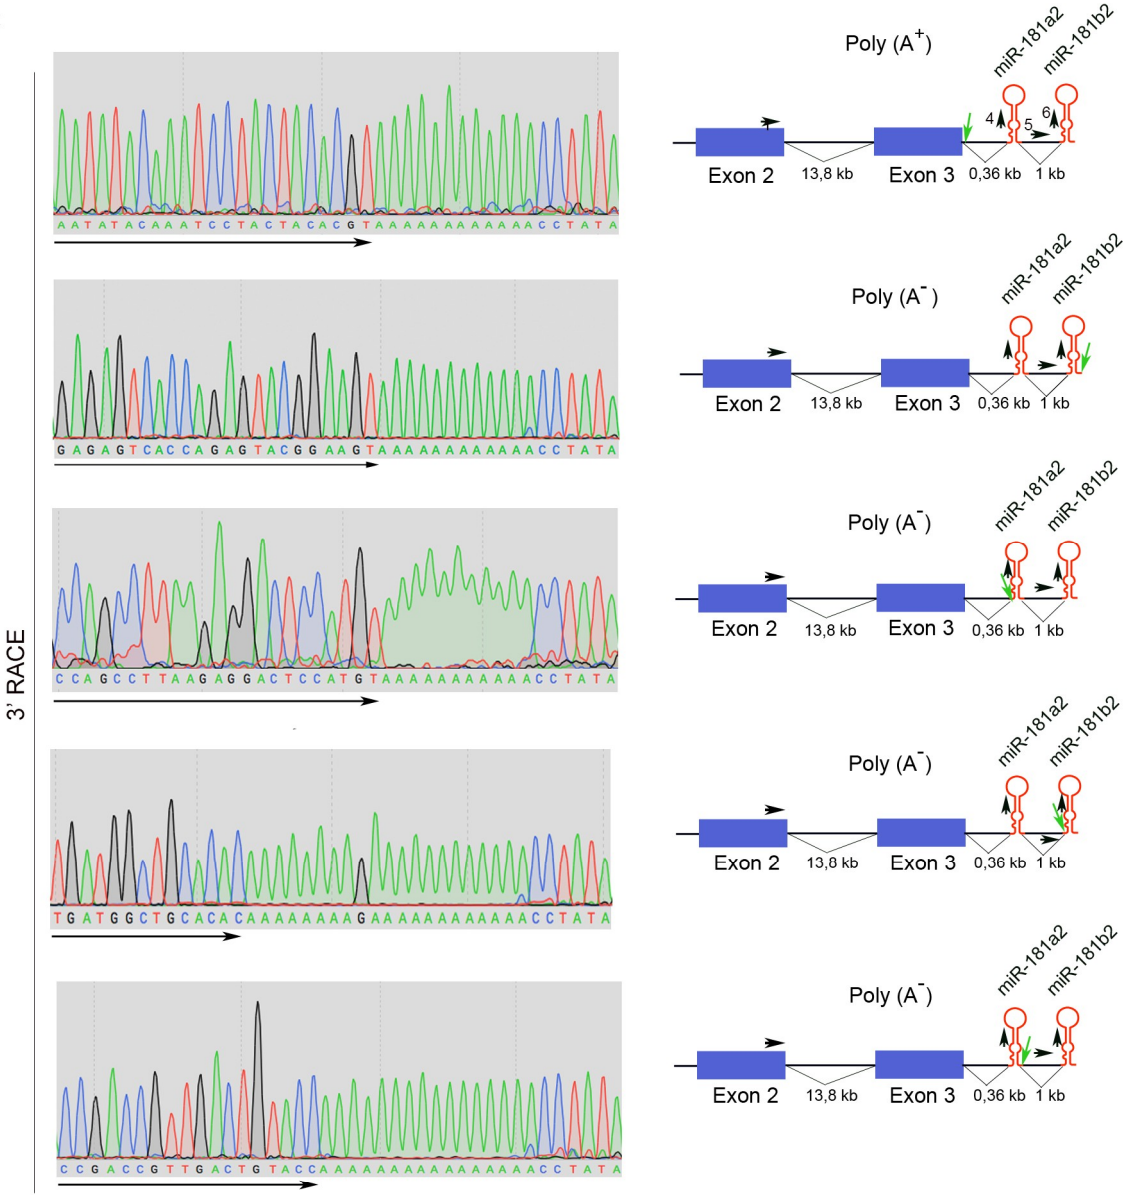

**D**

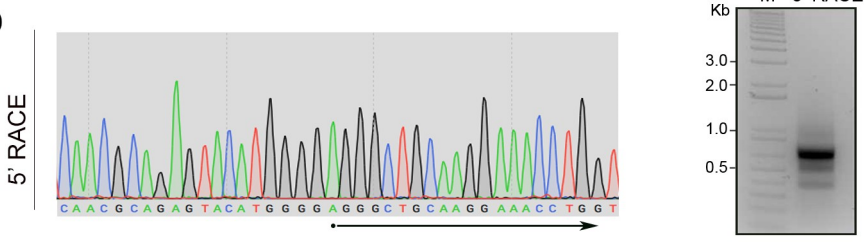

Supplementary Figure S1

A

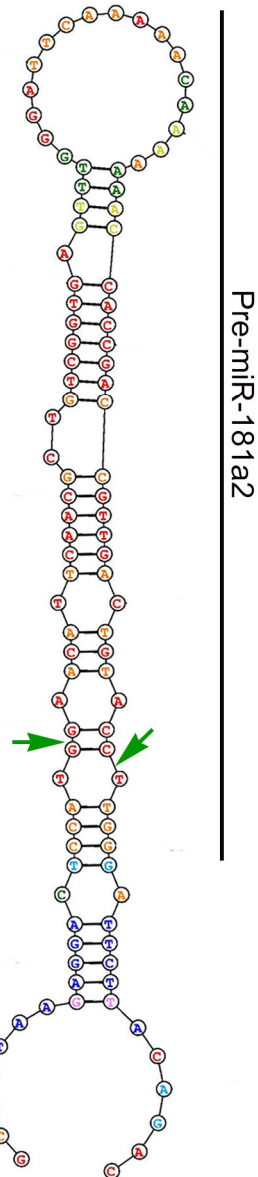

B

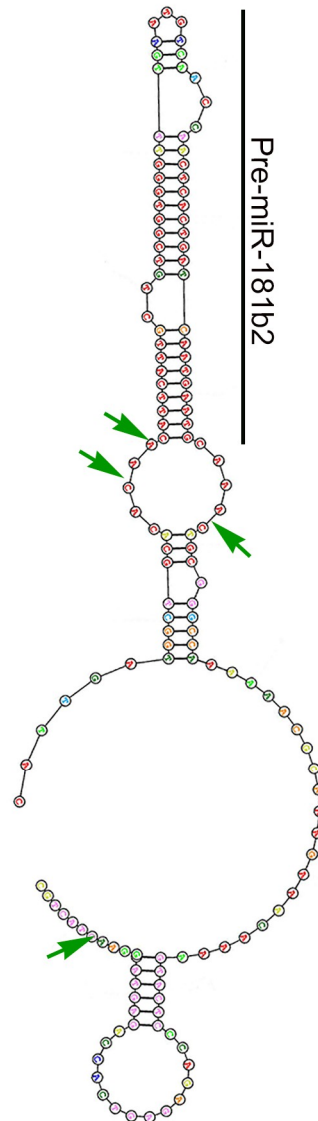

C

### Lnc-Nr6a1-1 isoform cDNA sequence

5' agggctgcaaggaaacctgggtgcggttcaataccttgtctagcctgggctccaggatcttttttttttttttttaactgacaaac  
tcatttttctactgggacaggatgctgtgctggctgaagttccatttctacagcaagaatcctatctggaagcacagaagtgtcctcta  
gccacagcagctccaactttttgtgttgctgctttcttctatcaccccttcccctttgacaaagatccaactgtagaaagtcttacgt  
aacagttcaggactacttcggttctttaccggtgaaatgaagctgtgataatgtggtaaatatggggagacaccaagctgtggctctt  
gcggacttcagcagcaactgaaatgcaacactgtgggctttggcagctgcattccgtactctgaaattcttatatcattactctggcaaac  
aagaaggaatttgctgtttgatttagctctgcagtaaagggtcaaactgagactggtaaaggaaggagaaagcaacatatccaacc  
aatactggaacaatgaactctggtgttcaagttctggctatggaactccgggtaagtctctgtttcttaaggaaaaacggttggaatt  
aaatatacaaatcctactacac 3'

D

### Lnc-pri-miR-181a2/b2 sequence

5' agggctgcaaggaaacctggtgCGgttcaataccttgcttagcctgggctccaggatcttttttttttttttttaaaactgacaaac  
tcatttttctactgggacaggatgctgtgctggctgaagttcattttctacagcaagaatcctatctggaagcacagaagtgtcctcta  
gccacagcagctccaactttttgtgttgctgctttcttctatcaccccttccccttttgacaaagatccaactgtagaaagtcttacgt  
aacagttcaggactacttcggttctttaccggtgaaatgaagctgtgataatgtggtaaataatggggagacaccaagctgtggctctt  
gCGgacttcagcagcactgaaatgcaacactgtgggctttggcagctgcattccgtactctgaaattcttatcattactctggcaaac  
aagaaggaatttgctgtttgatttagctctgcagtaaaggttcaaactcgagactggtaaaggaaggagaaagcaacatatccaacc  
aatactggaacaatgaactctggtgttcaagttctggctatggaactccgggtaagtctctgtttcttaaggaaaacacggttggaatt  
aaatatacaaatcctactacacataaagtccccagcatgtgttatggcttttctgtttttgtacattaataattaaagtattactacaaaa  
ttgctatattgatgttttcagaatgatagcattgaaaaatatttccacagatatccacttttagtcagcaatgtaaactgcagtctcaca  
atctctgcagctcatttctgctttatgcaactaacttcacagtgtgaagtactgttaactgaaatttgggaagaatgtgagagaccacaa  
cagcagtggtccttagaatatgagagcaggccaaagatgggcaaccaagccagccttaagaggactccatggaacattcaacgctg  
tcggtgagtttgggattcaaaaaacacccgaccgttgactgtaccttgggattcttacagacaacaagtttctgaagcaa  
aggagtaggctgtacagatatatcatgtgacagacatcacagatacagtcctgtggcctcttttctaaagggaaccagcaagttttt  
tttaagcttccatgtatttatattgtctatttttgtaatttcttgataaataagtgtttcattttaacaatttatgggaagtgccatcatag  
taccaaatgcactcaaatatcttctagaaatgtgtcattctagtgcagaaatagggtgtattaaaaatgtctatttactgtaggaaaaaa  
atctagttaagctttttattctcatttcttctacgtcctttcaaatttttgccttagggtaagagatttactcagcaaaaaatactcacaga  
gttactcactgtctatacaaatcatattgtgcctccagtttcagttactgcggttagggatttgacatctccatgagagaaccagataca  
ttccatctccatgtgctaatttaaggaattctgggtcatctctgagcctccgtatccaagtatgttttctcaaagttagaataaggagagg  
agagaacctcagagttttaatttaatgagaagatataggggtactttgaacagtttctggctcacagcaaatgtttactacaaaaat  
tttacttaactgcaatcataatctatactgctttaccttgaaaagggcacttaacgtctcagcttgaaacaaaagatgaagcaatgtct  
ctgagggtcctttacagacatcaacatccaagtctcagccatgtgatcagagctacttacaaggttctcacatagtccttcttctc  
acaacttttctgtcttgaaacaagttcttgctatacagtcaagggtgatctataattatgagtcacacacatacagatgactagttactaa  
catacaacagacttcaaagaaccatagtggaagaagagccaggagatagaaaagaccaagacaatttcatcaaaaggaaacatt  
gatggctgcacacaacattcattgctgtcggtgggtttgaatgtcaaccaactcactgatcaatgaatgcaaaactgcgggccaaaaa  
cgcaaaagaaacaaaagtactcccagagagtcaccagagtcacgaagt

Supplementary Figure S2

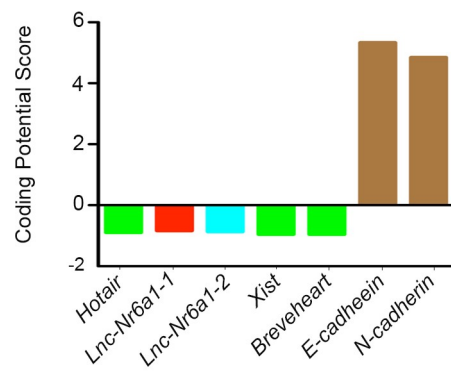

**Supplementary Figure S3**

**A**

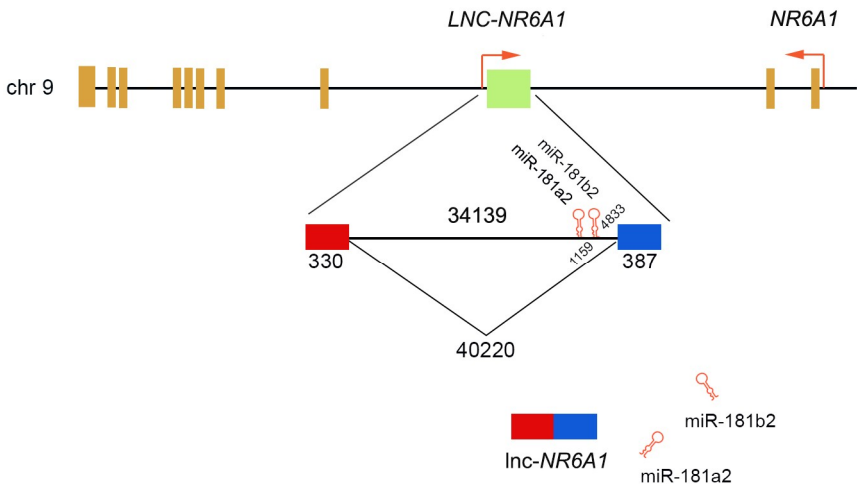

**B**

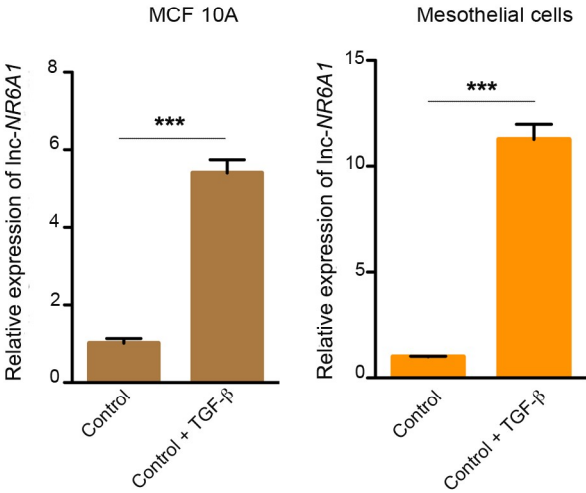

**Supplementary Figure S4**

**A**

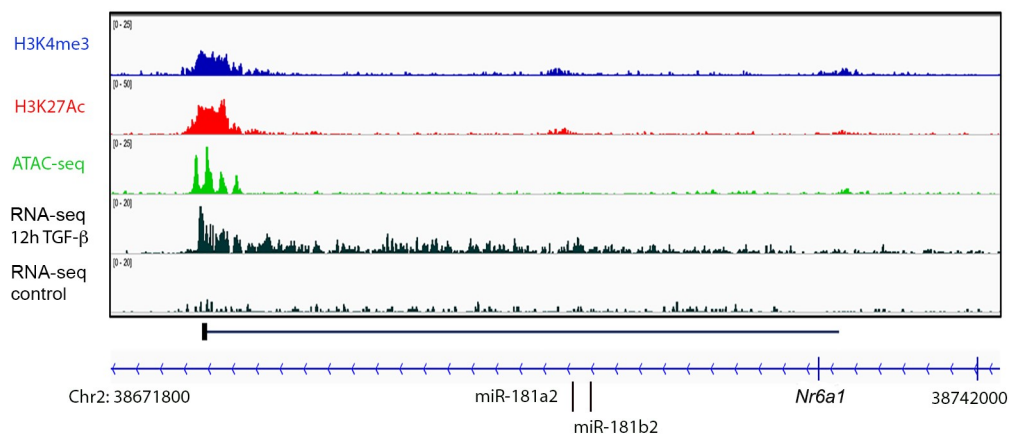

**B**

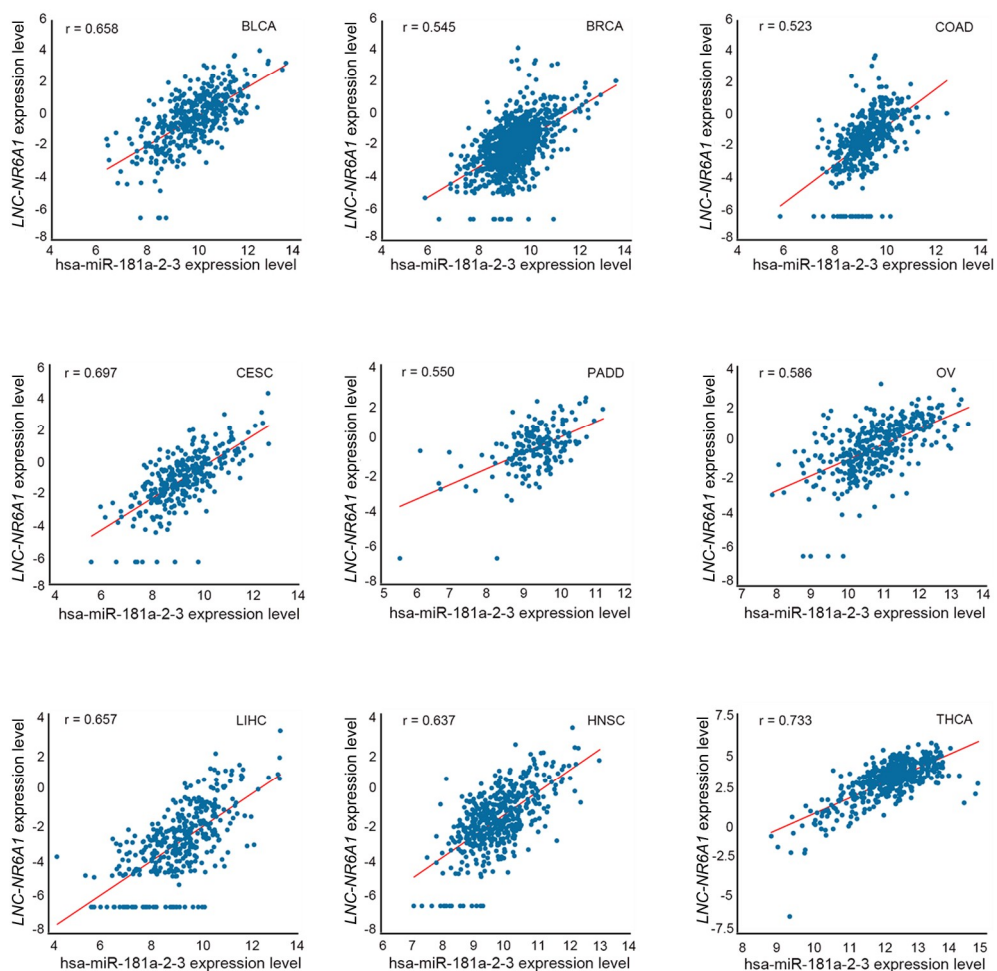

**Supplementary Figure S5**

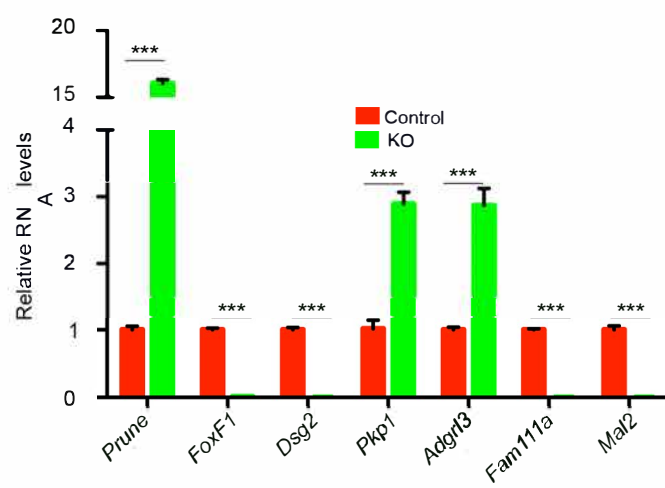

Supplementary Figure S6

A

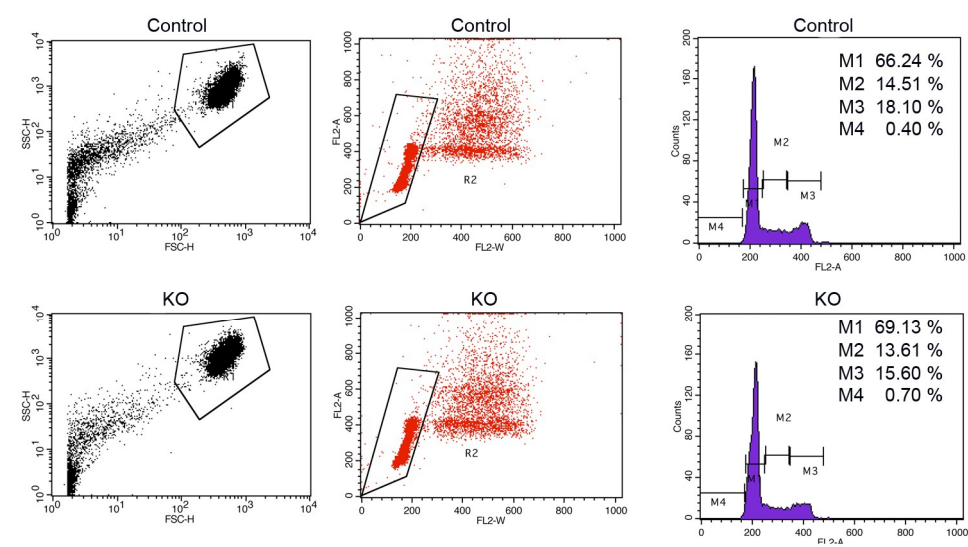

B

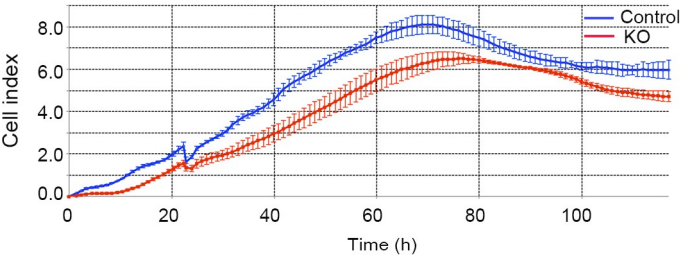

C

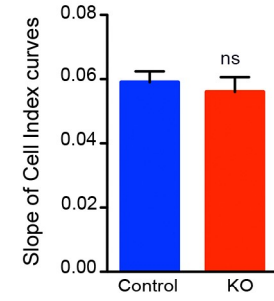

Supplementary Figure S7

A

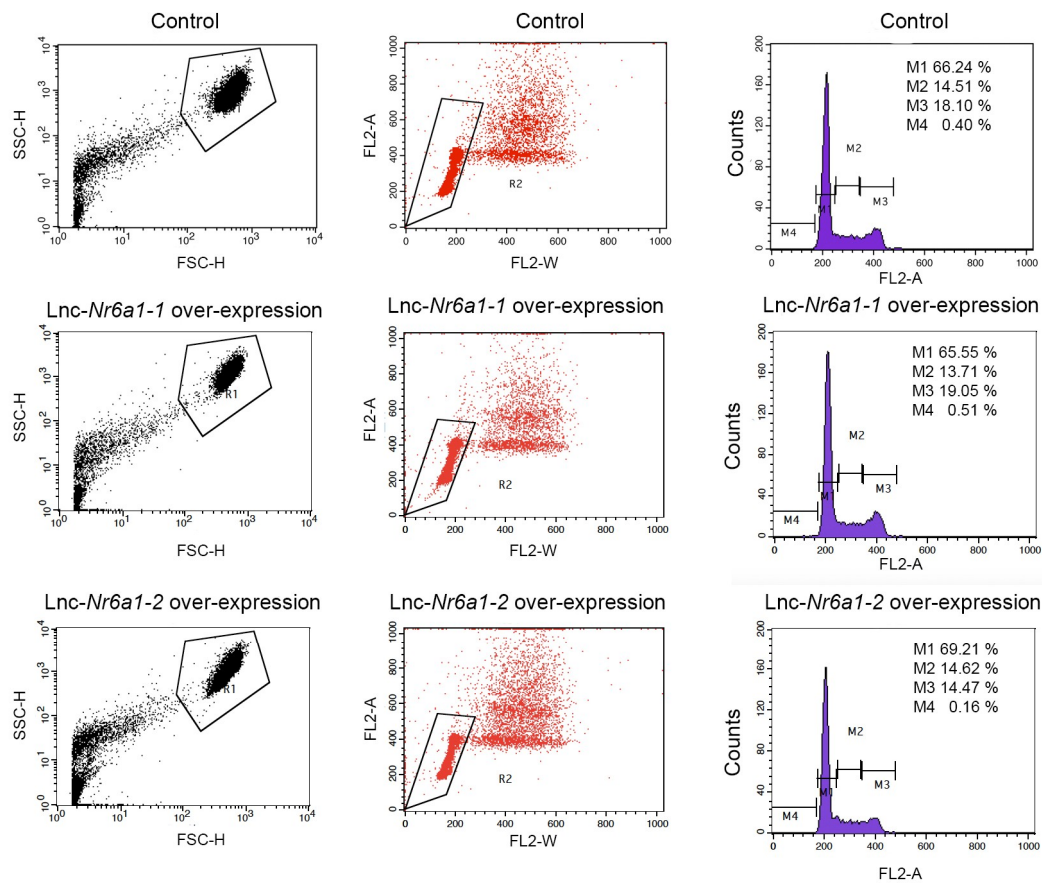

B

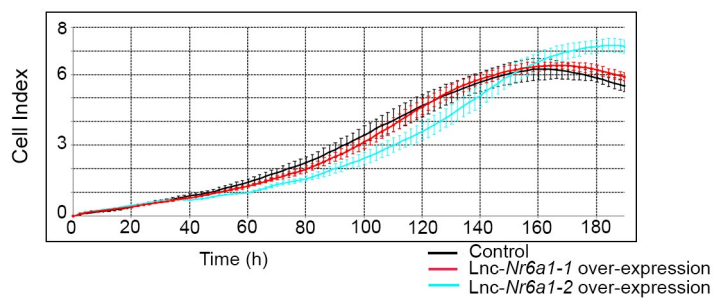

C

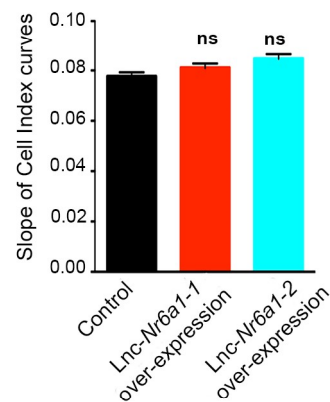

Supplementary Figure S8

**A**

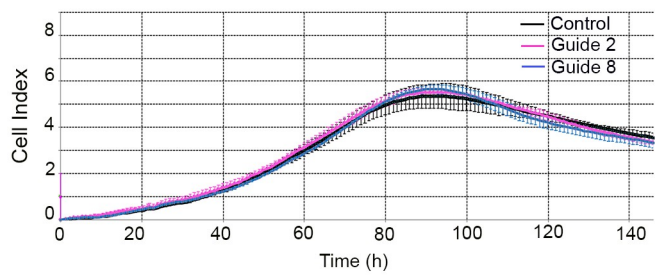

**B**

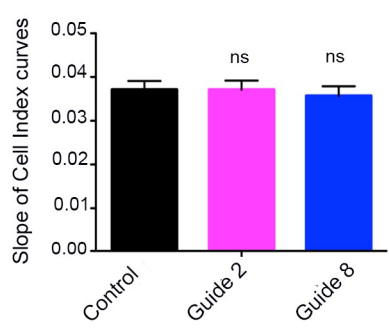

**C**

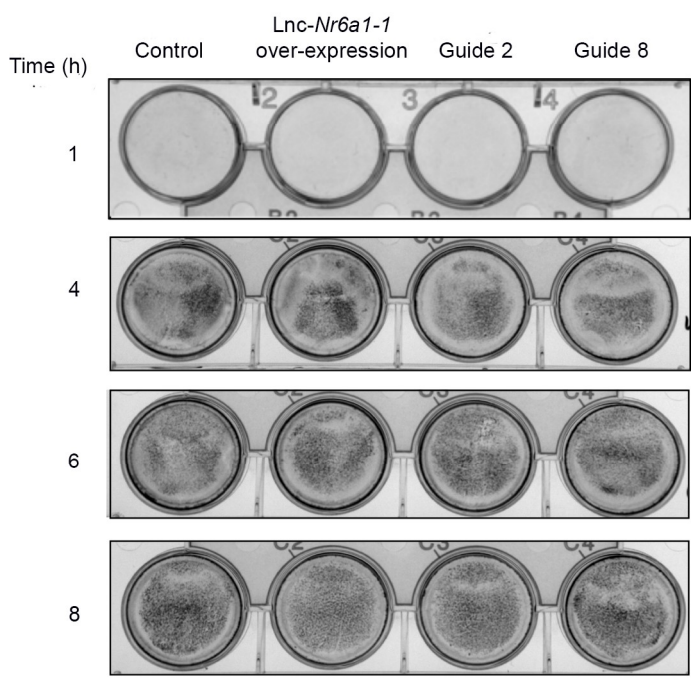

**D**

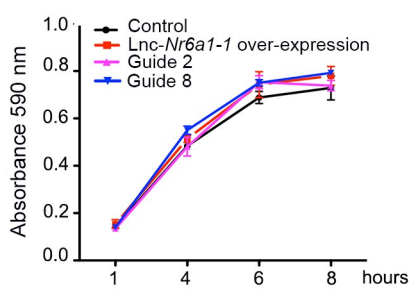

**Supplementary Figure S9**

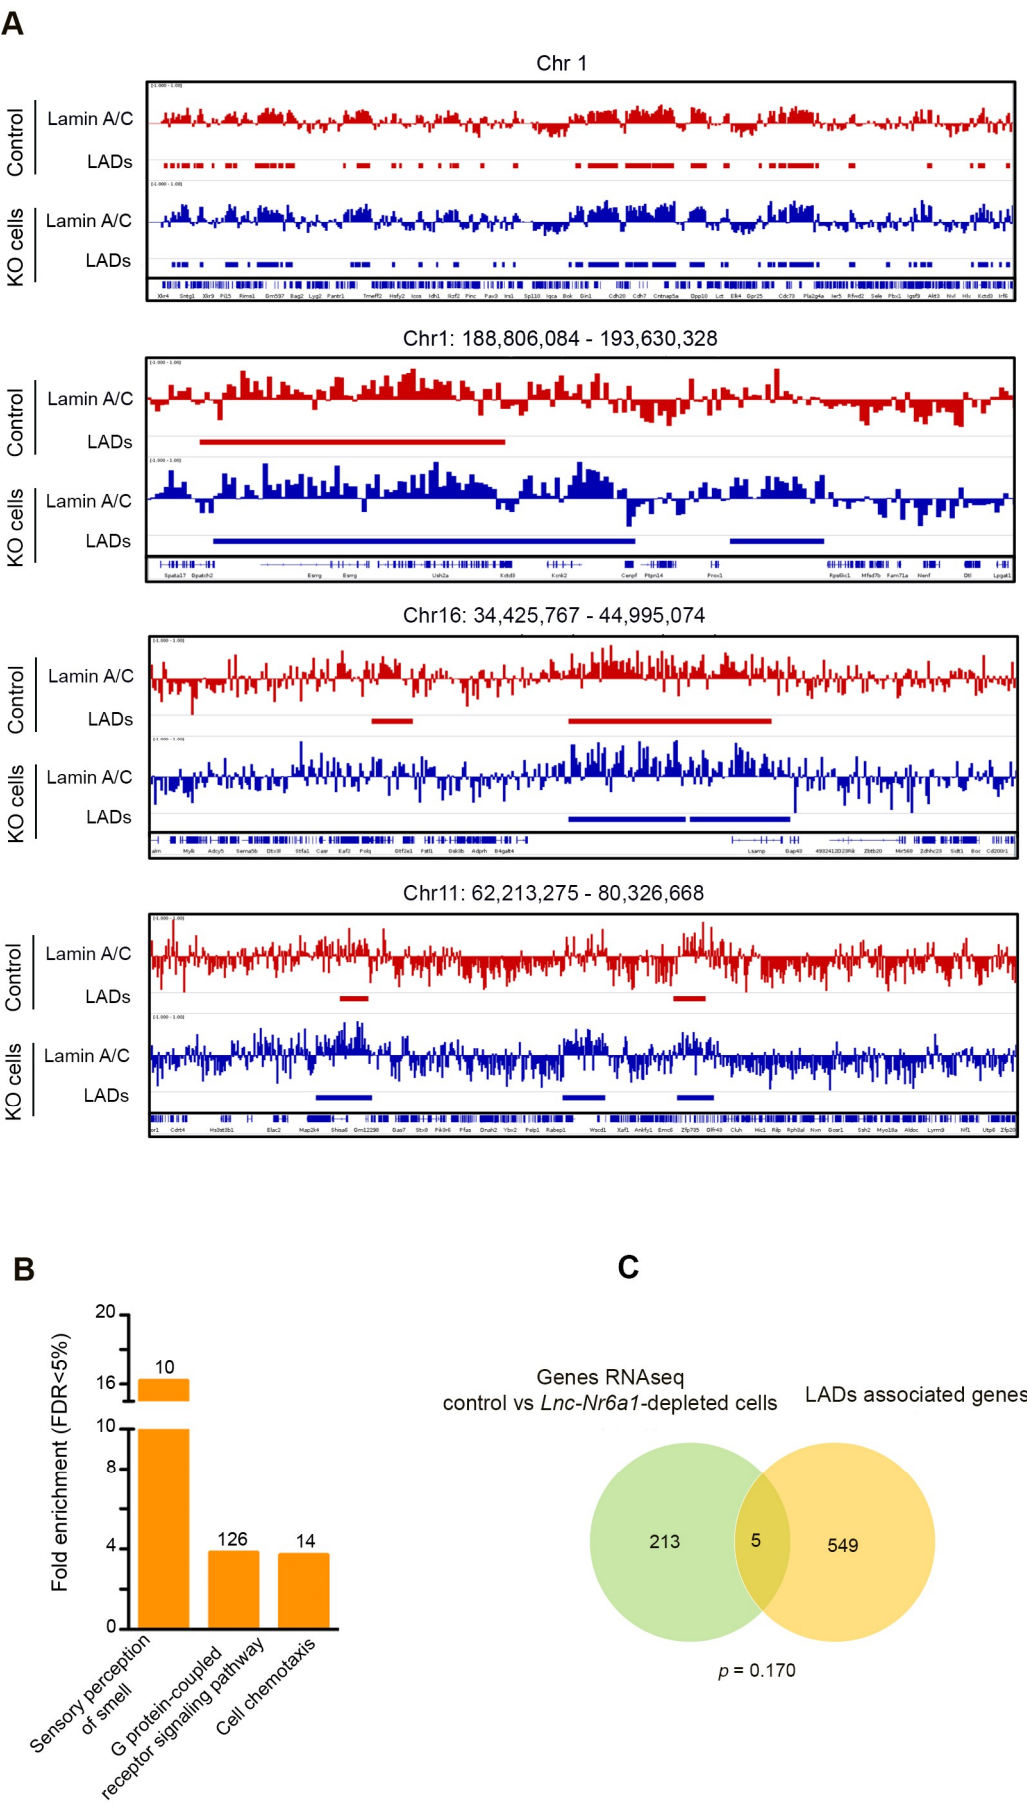

Supplementary Figure S10

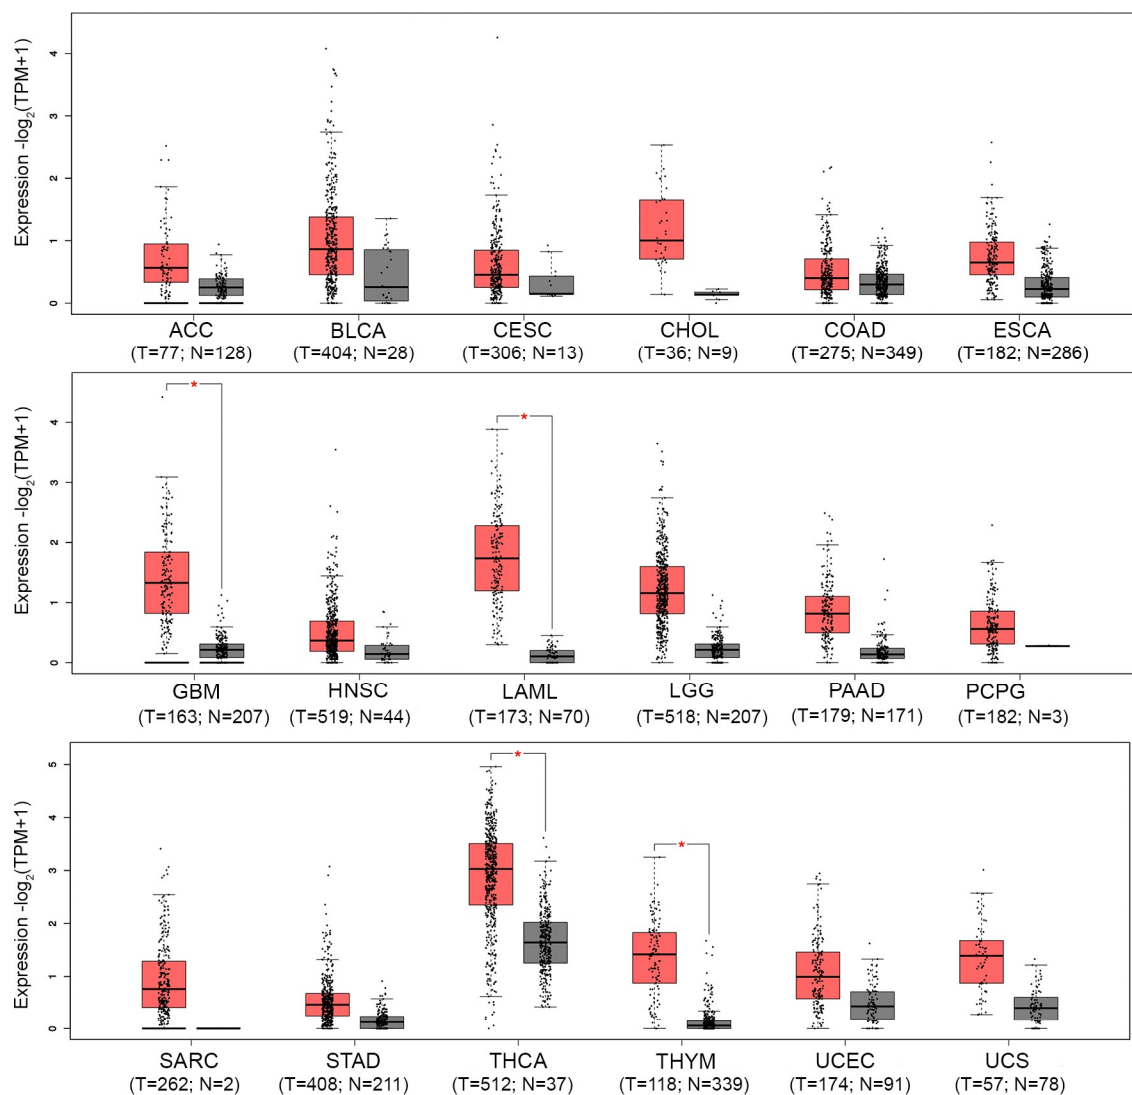

**Supplementary Figure S11**

How the deposited data were processed for this re-analysis (not part of the article)

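RNA-seq libraries of NMuMG cells were analysed, 2 biological replicates each of control cells and of *Lnc-Nr6a1*-depleted cells, untreated or treated with TGF-β for 2 h. The authors deposited whole-number counts of reads per gene for the 8 libraries in a single table, without normalization, with a column for each library, all of which were used. According to the paper's methods, the authors aligned the reads with subjunc of the Rsubread package to the mm10 and mm9 assemblies, removed duplicates with samtools rmdup and tested the counts with DESeq2. The counting tool and its strand setting are named neither in the paper nor in the sample labels. The 37310 gene identifiers of the deposited counts and their order are identical to those of GENCODE vM1 on NCBIM37 (mm9), from which positions and symbols were taken. Paper and sample labels differ on the RNA extraction, the library kit, the sequencer and the read layout. The 7SK RNA, which has no poly(A) tail, made up 1.13 to 2.15% and the RNA of RNase MRP 0.319 to 0.611% of the counts of a library, which points to the total RNA kit of the labels rather than to poly(A) selection. Without knowledge of the strand setting, the counts of genes that overlap on opposite strands are uncertain. Among these are *Lnc-Nr6a1* and *Nr6a1*, although the exons of the former lie within an intron of the latter. Genes with near-identical copies or processed pseudogenes are uncertain for a similar reason.

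From these counts, CPM with TMM factors and tests were computed with edgeR 4.0.16 in R 4.3.3. Genes passing filterByExpr over the 4 groups were kept (13028 genes), and a model of the groups without a block was fitted to all libraries with glmQLFit. Contrasts were tested with glmQLFTest and adjusted by the Benjamini-Hochberg method. A gene was called at the thresholds of the paper, an adjusted p below 0.05 and an absolute log2 fold change above 0.5, while the interaction of genotype and TGF-β was called by the adjusted p alone. The standard error of a log2 fold change is its absolute value divided by the square root of edgeR's F statistic. The square root of the common dispersion, the biological coefficient of variation, was 0.180, with 4 residual degrees of freedom and 5.50 prior degrees of freedom. Gene lists were tested with camera of limma 3.58.1 on log2 CPM with a prior count of 2 and an inter-gene correlation of 0.01. This setting takes the genes of a list as nearly independent. The p-values of camera thus do not measure how a list varied as a whole between libraries. A fold change against a group with at most 3 counts in each library was computed against the level of 3 counts and is given as a lower bound. *Casp1*, at exactly 3 counts in each untreated control library, is given by its log2 fold change instead. Shares carry 95% Wilson confidence intervals. Chromosomes were compared with Fisher's exact test (two-sided).

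The targeted gene did not separate the untreated libraries by genotype, so their labels could not be checked with it. The replicate numbers that pair libraries across conditions come from the sample labels. In both genotypes and treatments the libraries bear the numbers 1 and 2, and whether same-numbered libraries deviate together was measured across genes. Totals ranged from 4297832 counts in an untreated library labelled knockout to 13574397 in a treated library labelled knockout, so that the untreated comparison is the less precise for rare transcripts. Genes named in the text are the targeted gene and its neighbours, the genes the paper names in Fig. 3E and Fig. S6, lists of glycolysis, desmosome, EMT marker and TGF-β target genes, the 5 called genes with the largest changes in each direction of each comparison whose libraries did not overlap, and the 5 genes with the smallest p of the interaction. Histone genes were chosen by symbol. This rule, the lists, the comparisons and the alternatives were fixed before the data were examined, except for the exchanged replicate numbers and, for single genes, the settings on the filter and on thinned counts. Chromosomes 3 and 7 were noticed in the paper's Table S1 beforehand.

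The alternatives were DESeq2 1.42.0, limma-voom, RLE factors in edgeR, no filter on low counts, a mean of at least 10 counts, the replicate number as a block, counts thinned to the smallest total, a fit of only the 4 libraries of a comparison, no fold change threshold, and each library left out in turn. In counts simulated from the means and library sizes of these libraries with 200 of 13028 genes changed, the edgeR test recovered 83 of 100 genes changed between untreated genotypes by 2 on the log2 scale and 46 of 100 changed by 1. Gene Ontology enrichment was not analysed here, and the paper's RT-qPCR, adhesion, ChIP-seq and proteomic experiments were not used here.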

Additional observations from a re-analysis of the deposited data (not part of the article)

Results flagged for a closer look

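Of the tests below, those of copy number, of mislabelled libraries, of unspliced *Nr6a1* and of the spread shared by the groups were chosen only after the result was seen.

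Genes of chromosomes 3 and 7, which the paper does not discuss, made up 35.6% of the genes called lower in the untreated libraries labelled knockout, against 12.2% of the genes tested (Fisher's exact test, two-sided, p = 5.11e-10). The share lay between 30.5% (limma-voom) and 46.9% (only the untreated libraries fitted) under the alternatives applied to all genes called lower. In bins of 20 Mb the median log2 fold change was -0.54 to -0.22 on chromosome 3 and -0.30 to -0.17 on chromosome 7 between the untreated libraries, and -0.58 to -0.18 and -0.26 to -0.0042 between the treated, where some bins of chromosome 7 lay near 0. If the number of copies of these chromosomes differed between the cells, the same shift would appear in the TGF-β-treated libraries, which are other cultures. There the median of the genes of both chromosomes lay below that of the other genes by a difference of -0.24, against -0.33 in the untreated libraries, but the median of chromosome 7 alone (-0.14) was not below those of chromosomes X (-0.17) and 13 (-0.15). Of the genes called lower there, 120 were on chromosome 7 (Fisher's exact test, Benjamini-Hochberg adjusted p = 8.70e-12), while X and 13 held no excess (adjusted p = 0.395 and 0.761). Between treated and untreated libraries of a genotype the larger difference of the medians was 0.073, but an effect of library preparation that follows the genotype would cancel there, so the shift cannot be told apart from such an effect. A smooth trend on the exonic GC content of the genes had a median size of 0.12, and a trend on exonic length of 0.022. With these subtracted in turn, the difference in the untreated libraries was -0.35 and -0.33, no nearer to 0. A difference in copy number between the depleted clone and the control cells is a candidate explanation, less so for chromosome 7. Genotype and clone are the same split in these libraries, and an effect of the loss of *Lnc-Nr6a1* itself on these chromosomes was not tested apart from it. Of the genes named for glycolysis, *Aldoa* and *Ldha* are on chromosome 7.

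Between the treated libraries labelled knockout and the treated control libraries, a comparison whose number of genes the paper does not report, 1959 genes were called, 8.23 times the 238 called without TGF-β. With all libraries thinned to the smallest total the ratio was 8.59, so depth does not account for it. In 40 simulations with equal genotype differences in both comparisons, the highest ratio was 1.28. These simulations called 1174 to 1410 genes without TGF-β, more than the libraries did. They were drawn with a single spread and with effects that contain the noise of their estimates, which limits what they show. When each comparison was fitted on its own libraries, the order turned round, with 410 genes called after TGF-β and 804 without it, a ratio of 0.51. In these fits the square root of the common dispersion was 0.124 for the untreated and 0.218 for the treated libraries, while the fit of all libraries gives them 0.180 in common. The larger number after TGF-β may thus stem from the shared spread, and does not by itself show a larger genotype difference.

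The fall of the histone genes after TGF-β differed between the genotypes. The median difference of their log2 responses was -0.59, with 66 of 68 genes falling more in the libraries labelled knockout. On the interaction, limma's camera test gave p = 4.88e-14 over n = 68 genes. That p takes the genes as nearly independent and does not measure how the set varied between libraries. With libraries thinned to the smallest total, the medians of the responses differed by 0.63, so depth does not account for it. A difference in RNA selection between libraries would move other RNAs without a poly(A) tail as well. Over 195 such RNAs (small nuclear, small nucleolar and related RNAs) the median difference of the responses was -0.63, as large as that of the histone genes, although these RNAs rose by 0.43 in control cells where histone genes fell. The difference between the genotypes in the histone genes cannot be told apart from a difference in RNA selection.

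*Lnc-Nr6a1* was higher in each treated than in each untreated control library, a rise that was not called (log2 fold change 1.53 (SE 0.75, edgeR's Benjamini-Hochberg adjusted p = 0.231)), while in the libraries labelled knockout its counts went from 11 and 7 to 0 and 0, a fall that was called (adjusted p = 0.0356, edgeR) but not with the replicate block or with thinned counts (adjusted p from 1.00e-05 to 0.181 over the alternatives). edgeR's estimate of the difference of the responses is -8.41 on the log2 scale, a number without a lower limit because of the counts of 0, and it did not pass (edgeR's Benjamini-Hochberg adjusted p = 0.430). Over the alternatives this adjusted p ranged from 1.56e-05 to 0.572, and it passed without the filter on low counts, a setting tried for single genes after the data were seen, and in no other of them. After TGF-β the genotypes differed (adjusted p = 0.00984, edgeR). The targeted gene was counted in the untreated libraries labelled knockout, 18 counts in all. If these were mislabelled control libraries, *Mal2*, *Dsg2* and *Fam111a* would be counted in them, and they had 0 counts. The paper named these genes from the same untreated libraries, so their absence there is not independent. In the treated libraries, which are other cultures, they also had 0 counts where labelled knockout and were counted in control cells. If reads of unspliced *Nr6a1* from the other strand were counted on it, the treated libraries labelled knockout, with 477 counts of *Nr6a1* against 305 in the untreated, would hold 28.2 counts of *Lnc-Nr6a1*, and they held 0 (exact Poisson test, one-sided, p = 5.95e-13, which covers counting error only). If the strand setting had differed between treated and untreated libraries, genes on the other strand within introns of highly counted genes would fall after TGF-β. Over 52 such genes the median log2 fold change was 0.19 in control cells and -0.070 in the libraries labelled knockout. By these tests, mislabelled libraries and a changed strand setting do not account for the counts. The test of unspliced *Nr6a1* goes against that explanation only if the ratio of the 18 counts to those of *Nr6a1* held after TGF-β, which was not tested. That transcripts of the locus outside the deleted part persisted in untreated depleted cells is a hypothesis that rests on few counts, and where in the gene the reads lie was not analysed here.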

How the results depend on the processing

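The exchanged replicate numbers, and for single genes the settings without the filter, with a mean of at least 10 counts and with thinned counts, were tried only after the data were seen. The causes of the changes below were not tested, apart from the spread shared by the groups.

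With DESeq2, 408 genes differed between the untreated genotypes, 213 higher and 195 lower in the libraries labelled knockout, against 238, 134 and 104. limma-voom gave 137 (78 higher, 59 lower), no filter on low counts 756 (328 and 428), the replicate block 150 (80 and 70), and the untreated libraries alone 804 (367 and 437). The share of higher genes, 56.3%, thereby became 43.4% without the filter and 45.6% with the untreated libraries alone. Of the genes called by edgeR in the fit of all libraries, 235 were also called by DESeq2, 134 by limma-voom and 147 with the block. Scaling factors moved the median of all genes by less than 0.1 on the log2 scale in each comparison.

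After TGF-β, the genes called in control cells, 611 higher and 583 lower, were 1019 and 1002 without the filter and 276 and 194 when only the control libraries were fitted. In the libraries labelled knockout, 554 and 335 became 1206 and 626 without the filter, and 893 and 657 with exchanged replicate numbers. The share of genes raised in control cells that also rose in the libraries labelled knockout was 52.2% with limma-voom, 62.9% without the filter and 77.9% with each comparison fitted alone, against 57.1%, and for lowered genes 48.5% with each comparison fitted alone, against 27.4%. The interaction passed for 31 genes with DESeq2, 211 without the filter and 5 with exchanged replicate numbers, and for 0 (1134 with an unadjusted p below 0.05) in the fit of all libraries. The 1959 genes that differed between the treated genotypes were 410 when only the treated libraries were fitted. The exchanged numbers also raised the calls of the comparisons they were not chosen for, for example to 273 higher and 267 lower genes between the untreated genotypes.

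The glycolysis genes had a median of -0.26 without those on chromosomes 3 and 7 and no longer passed. The 16 genes ranged from -0.41 to -0.21 across the 4 fits that each left out a library. For histone genes this range was -0.79 to -0.28 in control cells and -1.31 to -0.91 in the libraries labelled knockout. The log2 fold change of *Lnc-Nr6a1* between the untreated genotypes ranged from -0.15 to 2.10 and that of *Prune1* from -0.40 to 0.026 across these fits, both changing sign. The response of *Cdh1* in control cells ranged from -0.15 to 0.32, and the difference of the responses from -0.43 to 0.097 for *Zeb1*, -0.0082 to 0.31 for *Zeb2* and -0.76 to 0.042 for *Fn1*.

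In 88 other cases, counted over all comparisons and alternatives with no library left out, a number of genes stayed within 1.5 times its value, a share within its interval, or a test on its side of the threshold. Such changes were not all small, as with 439 and 392 genes in control cells with the replicate block, and 2823 between the treated genotypes without the filter. For single named genes, 438 values kept their direction and their side of the threshold, 31 passed it only under the alternative and 11 no longer passed. Leaving out a library moved 54 of the values of named genes by more than the SD of log2 CPM between replicates, 227 by less, and turned 7. Depth limits the genes counted a few times, such as *Lnc-Nr6a1*, whose untreated levels were not separable, and genes at 0, for which only lower bounds can be given.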

Differences from the paper's values

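For *Prune2*, the paper's log2 fold change between the untreated genotypes in Table S1 is 6.14 in size, and the value from the deposited counts was 5.69 (SE 0.41). Of the alternatives set before the data were examined, limma-voom (5.82) and the fit without replicate 2 of the untreated libraries labelled knockout (5.78) came within the error of the paper's value. DESeq2, RLE factors, the replicate block, the untreated libraries alone and the fits without the other untreated libraries did not. These last fits lay on both sides of the paper's value. They gave 5.07 without control replicate 1, 6.76 without control replicate 2 and 5.59 without replicate 1 of the libraries labelled knockout.

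The paper reports the changes of *Foxf1*, *Pkp1* and *Prune* from RT-qPCR too, an assay not analysed here. The paper lists *Foxf1* among the downregulated genes. It had 26 and 17 counts in control cells and 1 and 0 in the untreated libraries labelled knockout, and was called when only these libraries were fitted and, in a setting chosen after seeing the values, without the filter on low counts. It was not called by DESeq2, by limma-voom, with RLE factors or with the replicate block, with adjusted p from 0.00460 to 0.131 over DESeq2, limma-voom and edgeR. *Pkp1*, which the paper lists as upregulated, rose by 1.18 and was called by DESeq2, with the untreated libraries alone and, chosen after seeing the values, without the filter, with adjusted p from 9.89e-06 to 0.202 over these tools. The paper gives *Prune* as upregulated. The gene the annotation names Prune, now *Prune1*, had a log2 fold change of -0.17, and neither DESeq2, limma-voom nor edgeR with RLE factors, the replicate block, the untreated libraries alone or, chosen after seeing the values, no filter, a mean of at least 10 counts or thinned counts called it (adjusted p from 0.539 to 0.859), while *Prune2* was higher.

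The paper's enrichment of cell adhesion and the glycolytic process is given for downregulated genes. Of the adhesion genes its Table S2 lists, 14 of 20 were higher in the libraries labelled knockout, and of its 4 genes of the glycolytic process 2 were higher. *Hk1*, *Aldoa* and *Pfkp* of the latter were called by DESeq2, with the untreated libraries alone and, in a setting chosen after seeing the values, without the filter, not by edgeR on all libraries, by limma-voom, with RLE factors or with the replicate block (adjusted p from 0.0165 to 0.156, 0.00192 to 0.130 and 0.00105 to 0.140 over the alternatives).

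The paper describes *Nr6a1* as hardly affected by TGF-β in its RT-qPCR. In the counts of control cells, its log2 fold change was -1.23 (SE 0.20, edgeR's Benjamini-Hochberg adjusted p = 0.00734) after 2 h. The paper's Table S3, from RNA-seq, gives -1.28 in the same direction.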

Other observations

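The test of duplicate reads was chosen only after the result was seen.

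Over both directions, a minority of the genes called after TGF-β in control cells were called in the libraries labelled knockout. A difference in depth would remove most of the excess of 305 calls in control cells once all libraries are thinned to the smallest total, and an excess of 189 was still there. To see whether limited power accounts for the overlap, counts were simulated 40 times with equal responses in both genotypes. Over both directions the overlap was 42.6% in the libraries and 50.8 to 56.5% in the simulations, of which 0 gave an overlap as low as that of the libraries. By direction, the 57.1% of raised genes lay within the simulated 55.0 to 64.2%, and only the 27.4% of lowered genes lay below the simulated 44.2 to 52.0%. The log2 fold changes of the genotypes had a Pearson correlation of 0.63 across genes, below the simulated 0.72 to 0.75. Among interactions, 1134 genes had an unadjusted p below 0.05 against 570 to 673 simulated. The simulations used a single spread for all groups and effects that contain the noise of their estimates, and called more genes (1403 to 1724 in control cells) than the libraries did. With each comparison fitted on its own libraries, the shares were 77.9% of raised and 48.5% of lowered genes, and the simulations were not repeated for these fits. A weaker fall of some genes in the libraries labelled knockout is therefore a hypothesis for the lowered genes, and for the raised genes the overlap is what equal responses called with noise could give.

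The fall of histone genes after TGF-β was set against the variation in RNA selection between replicates. Replicates of a condition differed in the median log2 CPM of these genes by at most 0.38, against medians of -0.46 in control cells and -1.09 in the libraries labelled knockout. In control cells, leaving out a library gave -0.79 to -0.28. Same-numbered libraries changed by -0.44 and -0.42 in control cells, where their deviations correlate across genes, and by -0.78 and -1.37 in the libraries labelled knockout. Other RNAs without a poly(A) tail changed by 0.43 in control cells and -0.19 in the libraries labelled knockout. In control cells they thus did not fall alongside. This goes against RNA selection there only if it acts alike on these RNAs and on histone mRNAs, which was not tested. In the libraries labelled knockout the change of these RNAs did not pass (limma's camera test over n = 195 genes, p = 0.254). It was below their largest difference between replicates, 0.36. By library, their median log2 CPM went from 1.82 to 1.41 in replicate 1 and from 1.46 to 1.58 in replicate 2. On the same condition, this goes against RNA selection as the source of the whole fall of the histone genes there. A part of the fall cannot be told apart from RNA selection. Copies of histone genes share reads, which was not tested, and whether the cell cycle changed was not analysed here.

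The paper states that duplicates were removed from single-end reads. Removal leaves at most a read per start position and strand, so that counts above 2 per exonic base should not occur. In the library with most, 182 genes with at least 1000 exonic bases exceeded this, and in the library with fewest 35. The sample labels describe paired reads, for which removal by both ends allows more. The column names of the deposited counts bear the label of the first read of a pair, which may mean that only that read was aligned. In that case the counts of these genes exceed what removal allows. Whether duplicates were kept in the deposited counts cannot be told from these values alone.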
